# Translational Regulation of Specific mRNAs Controls Feedback Inhibition and Survival during Macrophage Activation

**DOI:** 10.1371/journal.pgen.1004368

**Published:** 2014-06-19

**Authors:** Johanna Schott, Sonja Reitter, Janine Philipp, Katharina Haneke, Heiner Schäfer, Georg Stoecklin

## Abstract

For a rapid induction and efficient resolution of the inflammatory response, gene expression in cells of the immune system is tightly regulated at the transcriptional and post-transcriptional level. The control of mRNA translation has emerged as an important determinant of protein levels, yet its role in macrophage activation is not well understood. We systematically analyzed the contribution of translational regulation to the early phase of the macrophage response by polysome fractionation from mouse macrophages stimulated with lipopolysaccharide (LPS). Individual mRNAs whose translation is specifically regulated during macrophage activation were identified by microarray analysis. Stimulation with LPS for 1 h caused translational activation of many feedback inhibitors of the inflammatory response including NF-κB inhibitors (*Nfkbid*, *Nfkbiz*, *Nr4a1*, *Ier3*), a p38 MAPK antagonist (*Dusp1*) and post-transcriptional suppressors of cytokine expression (*Zfp36* and *Zc3h12a*). Our analysis showed that their translation is repressed in resting and de-repressed in activated macrophages. Quantification of mRNA levels at a high temporal resolution by RNASeq allowed us to define groups with different expression patterns. Thereby, we were able to distinguish mRNAs whose translation is actively regulated from mRNAs whose polysomal shifts are due to changes in mRNA levels. Active up-regulation of translation was associated with a higher content in AU-rich elements (AREs). For one example, *Ier3* mRNA, we show that repression in resting cells as well as de-repression after stimulation depends on the ARE. Bone-marrow derived macrophages from *Ier3* knockout mice showed reduced survival upon activation, indicating that IER3 induction protects macrophages from LPS-induced cell death. Taken together, our analysis reveals that translational control during macrophage activation is important for cellular survival as well as the expression of anti-inflammatory feedback inhibitors that promote the resolution of inflammation.

## Author Summary

When macrophages encounter pathogens, they initiate inflammation by secreting pro-inflammatory factors such as the cytokine TNF. Because a prolonged or overshooting release of these factors is harmful for the organism, their production needs to be tightly controlled and shut off in due time. To ensure a rapid but transient inflammatory response, gene expression is regulated at multiple levels, including transcription, stability and translation of mRNAs. While control of transcription and mRNA stability has been studied extensively, little is known about translational regulation in macrophages. In this study, we measured the translation of all mRNAs expressed in mouse macrophages. Upon activation of macrophages with the bacterial cell wall component lipopolysaccharide, we found that many feedback inhibitors, which are important for dampening the inflammatory response, are translationally up-regulated. Translation of these mRNAs is repressed in resting cells and de-repressed after stimulation. In contrast to feedback inhibitors, most cytokines are primarily regulated by changes in mRNA abundance. Furthermore, we could show that one of the feedback inhibitors, IER3, protects macrophages from cell death during activation. Therefore, regulation at the level of translation is important for the induction of negative feedback loops and cellular survival.

## Introduction

In their function as innate immune cells, macrophages are highly sensitive to endogenous and exogenous danger signals. They sense pathogen-associated molecular patterns through Toll-like receptors (TLRs) and mount a tightly controlled immune response. The secretion of cytokines and chemokines by macrophages recruits, activates and polarizes other immune cells, while reactive oxygen species and phagocytosis directly kill microorganisms. Lipopolysaccharide (LPS), a cell wall component of gram-negative bacteria, potently activates macrophages via TLR4. Upon receptor ligation, the NF-κB pathway together with the p38 MAPK, ERK1/2 and JNK pathways causes a highly orchestrated, transient induction of numerous inflammatory genes. Such dynamic gene expression patterns are achieved by regulation at multiple levels, as exemplified by the pro-inflammatory cytokine TNF. The promoter of *Tnf* contains a cAMP responsive element and binding sites for NFAT, ETS1/ELK1, SP1, EGR proteins and NF-κB [1]. LPS also acts at the post-transcriptional level and controls the splicing, nuclear export, stability and translation of *Tnf* mRNA [2]. In their 3′ untranslated region (UTR), many cytokine mRNAs contain an AU-rich element (ARE), which recruits specific RNA-binding proteins [3]. In resting cells, TIA1, FXR1 and ZFP36 (also known as TTP) recognize the ARE and repress *Tnf* mRNA translation [4]–[6], and ZFP36 additionally causes degradation of *Tnf* mRNA [7]. Activation of the p38 MAPK pathway leads to the phosphorylation of ZFP36, whereby *Tnf* mRNA becomes partially stabilized and its translation activated [6], [8]. MicroRNAs [3] and a recently discovered stem-loop motif that acts as a constitutive RNA decay element (CDE) [9] further suppress the expression of *Tnf* and other immune-related mRNAs at the post-transcriptional level.

Not only rapid induction, but also the timely shut down of inflammatory responses is essential for immune homeostasis. The acute, excessive and systemic release of TNF, for example, can lead to septic shock, while the chronic production of pro-inflammatory cytokines sustains auto-immune diseases such as rheumatoid arthritis and Crohn's disease. In contrast, physiological immune responses induce negative feedback loops that resolve inflammation. TLR4 signaling, for example, limits itself by the induction of inhibitors that interfere with signaling complexes downstream of TLR4. Activation of the NF-κB pathway occurs via the proteasomal degradation of the NF-κB inhibitor NFKBIA (IκBα), which retains NF-κB dimers in the cytoplasm. Once in the nucleus, NF-κB dimers activate the transcription of target genes, which comprise not only cytokines but also inhibitors of NF-κB that re-export nuclear NF-κB to the cytoplasm, degrade it in the nucleus or prevent it from binding to target promoters [10], [11]. The cytoplasmic NFKBIA pool is re-filled by NF-κB-induced transcription of *Nfkbia*, whereby NF-κB activation terminates itself. In addition, rapid shut down of gene expression requires clearance of the previously synthesized mRNAs. Activation of ZFP36, for example, causes degradation of 8% of all LPS-induced mRNAs [12], and more generally the regulation of mRNA half-lives was found to strongly shape the temporal expression pattern of inflammatory genes in macrophages and dendritic cells [13], [14].

While translation of *Tnf* mRNA has been studied extensively as an individual example, the general role of translational regulation during macrophage activation remains unclear. Parallel measurements show a poor correlation between mRNA and protein abundance in many systems [15], in line with the notion that translation efficiency is a major determinant of steady-state protein levels in mouse fibroblasts [16]. So far, three studies addressed the role of translational regulation at a transcriptome-wide scale during activation of innate immune cells: In LPS-stimulated dendritic cells, mRNAs of ribosomal proteins were found to be translationally repressed, which correlated with a global drop in translation in the late phase of activation [17]. In monocytes stimulated with interferon gamma, the so-called GAIT (gamma interferon-activated inhibitor of translation) element was found to cause translational inhibition of several chemokine and chemokine receptor mRNAs [18]. Both studies focused on late stages of the response when inflammatory gene expression is shut off by negative feedback loops. A third study described translational repression of mRNAs encoding components of the mitochondrial respiratory chain early after LPS-stimulation of J774.1 cells [19]. Our goal was to investigate translational regulation early during immune activation in a more comprehensive manner by including an assessment of changes in mRNA levels.

In the present study, we conducted a systematic genome-wide analysis to explore the contribution of changes in mRNA translation to the early phase of macrophage activation. To identify individual mRNAs whose translation is regulated after stimulation with LPS, we measured polysome association of mRNAs by sucrose density gradient fractionation and microarrays (Figure 1, left part of scheme). Because changes in mRNA levels are especially strong early after cell activation and can affect ribosome density without active regulation of translation efficiency, we additionally quantified mRNA levels by RNASeq at a high temporal resolution (right part of scheme). By combining both data sets, we were able to distinguish mRNAs whose translation is actively regulated from mRNAs whose translational changes are more likely to be passive. Our analysis revealed that the most frequent mode of active regulation is translation de-repression, which is prominent among inhibitors of NF-κB signaling and a factor that supports macrophage survival.

**Figure 1:**
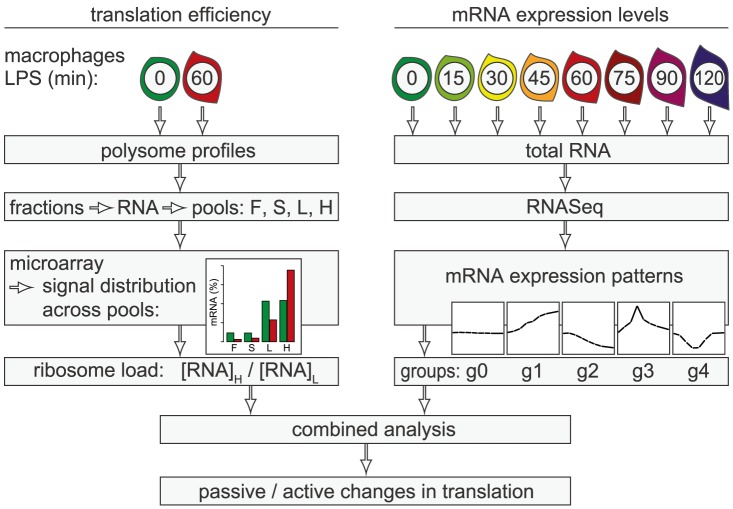
Work flow for the combined analysis of translation efficiency and mRNA expression patterns. Polysome association of mRNAs was measured by sucrose density gradient fractionation and microarray analysis of four pools (F: free, S: 40S-associated, L: light polysomes, H: heavy polysomes). For each mRNA, the distribution across the pools was calculated. The ratio H/L was used as a measure for ribosome load. mRNA levels were quantified by RNASeq at a high temporal resolution and grouped into five distinct patterns (g0–g4). By combining both data sets, mRNAs whose translation is actively regulated can be distinguished from mRNAs with passive changes in translation.

## Results

### Polysome profile analysis in activated macrophages

mRNAs can be separated according to the number of bound ribosomes by sucrose density gradient centrifugation, a method widely applied to monitor changes in translation initiation [20]. Polysome profiles revealed a significant increase in the percentage of polysomal ribosomes (from 74 to 82%, n = 3) after stimulation of RAW264.7 macrophages with LPS for 1 h (Figure 2A), indicating that a higher proportion of ribosomes is engaged in translation. Such a change can be due to increased initiation rates, decreased elongation rates or a reduced stoichiometric ratio of ribosomal subunits to mRNA molecules in the cell. Since we did not observe a significant change of protein synthesis by measuring [^35^S]-methionine/cysteine incorporation (Figure S1), the relative increase in polysomes is most likely not due to a general increase in the rate of translation initiation. In order to assess translation of individual mRNAs, RNA was extracted after sucrose gradient fractionation and pooled as follows: free RNA (F), 40S-associated RNA (S), RNA associated with 1–3 ribosomes (L, light polysomes) and RNA associated with >3 ribosomes (H, heavy polysomes) (Figure 2B). As a control for equal purification efficiency, we added a rabbit β-globin (*HBB2*) *in vitro* transcript (Figure 2B). The RNA pools from three biological replicates were separately hybridized to microarrays, and after annotating the probes to all mouse RNAs in the RefSeq database, the distribution of every RNA across the four pools was calculated (GEO accession number GSE52451). As expected, protein-coding RNAs (mRNAs) showed preferential association with heavy polysomes (H), whereas non-translated RNAs such as small nucleolar RNAs (snoRNAs) showed a different distribution (Figure 2C). The global up-regulation of polysome-association in LPS-activated macrophages (Figure 2A) was reflected by a shift within the polysome fractions: The median proportion of mRNAs in H increased from 69% to 73%, the median proportion in L decreased from 25% to 21% (Figure 2C).

**Figure 2:**
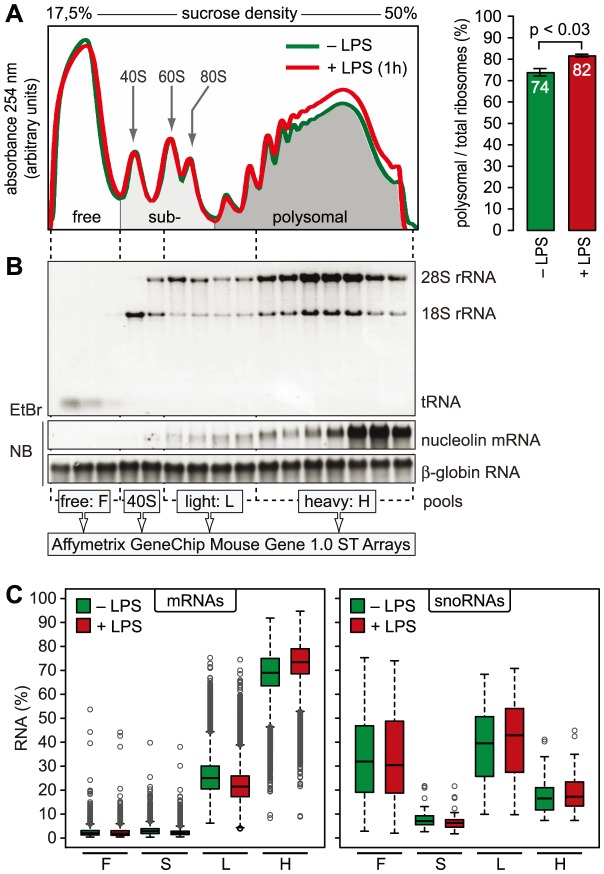
Global translation in LPS-activated macrophages. (A) Representative polysome profiles obtained by sucrose density gradient centrifugation from RAW264.7 macrophages before and after stimulation with LPS (100 ng/ml) for 1 h. Right panel: the percentage of polysomal ribosomes (mean ± SD, n = 8 for control and 3 for 1 h LPS) was calculated by quantifying the area under polysome profile curves. (B) Quality and distribution of RNA purified from 16 fractions after sucrose density gradient centrifugation. *In vitro* transcribed rabbit *HBB2* (β-globin) RNA was added as a spike-in control for equal purification efficiency; EtBr, ethidium bromide; NB, Northern blot. RNA fractions were pooled as indicated and quantified with Affymetrix Mouse Gene 1.0 ST Arrays. (C) Box plot showing the mean distribution of mRNAs and snoRNAs in the four pools as determined by microarray analysis (n = 3).

### Translational regulation of individual mRNAs

In contrast to ribosome profiling, which uses sequencing of ribosome-protected fragments to obtain the density of ribosomes as a proxy for translation efficiency [21], association with different polysome fractions (F, S, L and H in our analysis) reflects the absolute number rather than the average density of ribosomes on an mRNA. A disadvantage of our method is that association with polysome fractions might not be directly proportional to the number of associated ribosomes, and that our method does not provide information on the position of ribosomes on the mRNA. On the other hand, our method preserves information on the distribution of mRNAs along the polysome profile, which is lost in ribosome profiling. Since mRNAs in general showed only minimal association with F and S (Figure 2C), we concluded that most mRNA molecules in RAW264.7 macrophages are associated with at least one ribosome. Therefore, we restricted our analysis to L and H for identification of mRNAs regulated individually at the level of translation. As a measure for the translation efficiency, we calculated for every mRNA the ratio of its proportion in H to its proportion in L (H/L), which represents a measure of ribosome load. *Ncl* mRNA, for example, has a very high ribosome load (Figure 3A, left panel and Figure 2B), and does not change its position after LPS stimulation. Some mRNAs, such as *Nfkbiz* (Figure 3A, middle panel), show a strong shift from L to H, while others, such as *Cpd* (right panel), shift in the opposite direction against the general trend of increased polysome association. By this approach, H/L was determined for 14,320 mRNAs in macrophages stimulated for 1 h with LPS and plotted against H/L in unstimulated macrophages (Figure 3B). The regression line in this plot was shifted “upwards” (y-intercept at 0.3), which reflects the general increase in polysome association after LPS stimulation. The extent to which the ribosome load of an individual mRNA deviates from the general trend corresponds to its orthogonal distance from the regression line. We chose 2 SD from the regression line as our cut-off, and asked that the mean value and at least two out of three biological replicates were outside of this cut-off. By applying these criteria, we identified 90 mRNAs that increase their ribosome load after LPS- stimulation (Figure 3B, orange dots, and Table S1), and 129 mRNAs that decrease their ribosome load after LPS stimulation (Figure 3B, blue dots, and Table S2).

**Figure 3:**
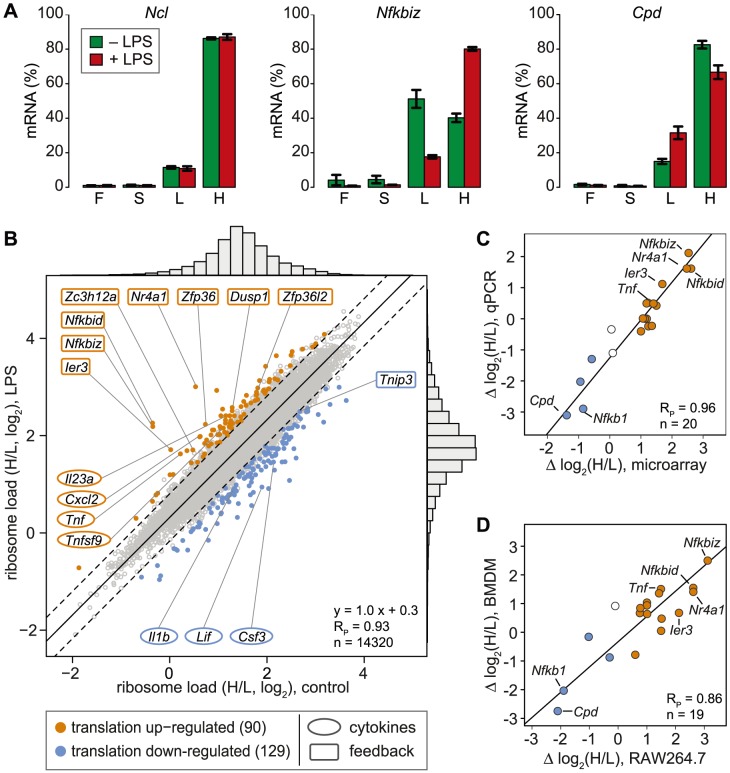
Change of translation of individual mRNAs in LPS-activated macrophages. (A) Distribution of *Ncl*, *Nfkbiz* and *Cpd* mRNA across the four pools of polysome fractions as determined by microarray analysis (mean ± SD, n = 3). (B) The ribosome load is defined as the ratio (H/L) of the proportion of an mRNA in the heavy (H) and the light (L) pool. Mean H/L was determined for each detectable, coding and RefSeq-annotated mRNA by microarray analysis (n = 3). Highlighted in orange or blue are all mRNAs that show a shift from the general trend (orthogonal regression, solid black line) beyond the cut-off of two SD (dashed lines) in ≥2/3 biological replicates and the mean; R_P_, Pearson's correlation coefficient. (C) The difference in ribosome load before and after LPS stimulation of RAW264.7 macrophages (Δ log_2_(H/L)) was determined for 20 mRNAs by microarray analysis (n = 3) and qPCR (n = 4). (D) The difference in ribosome load before and after LPS stimulation (Δ log_2_(H/L)) was determined for 19 mRNAs by qPCR in RAW264.7 cells (n = 4) and BMDM (n = 2).

For 20 mRNAs selected across the entire range of observed shifts, we confirmed the change in H/L by qPCR and obtained an excellent correlation between the qPCR and the microarray data (Pearson's correlation coefficient R_P_ = 0.96, p = 2.4×10^−11^, Figures 3C and S2). Importantly, 15 out of 19 mRNAs showed a similar shift in ribosome load in bone-marrow derived macrophages (BMDM, polysome fractionation shown in Figure S3), demonstrating that the observed regulation also occurs in primary cells (R_P_ = 0.86, p = 1.8×10^−6^, Figure 3D and S2). To our surprise, only four cytokines (out of 68 detectable in both conditions, see Table S3) were translationally up-regulated (*Tnf*, *Cxcl2*, *Il23a* and *Tnfsf9*), whereas 8 feedback inhibitors of TLR4 signaling (out of 51, see Table S4) were among the most highly up-regulated at the level of translation (Figure 3B, hypergeometric p-value for enrichment of feedback inhibitors = 9×10^−10^). NFKBID (IκBδ), NFKBIZ (IκBζ) and IER3 are reported to be direct inhibitors of RELA (p65 subunit of NF-κB) transactivation, while NR4A1 is a transcription factor for NFKBIA. DUSP1 inhibits the p38 MAPK pathway. ZFP36, ZFP36L2 (BRF1) and ZC3H12A are mRNA-binding proteins that inhibit the expression of cytokines at the post-transcriptional level. Among the translationally down-regulated mRNAs, we found one feedback inhibitor (*Tnip3*) and three cytokines (*Csf3*, *Il1b* and *Lif*).

### Correlation of translational changes with mRNA expression patterns

As suggested previously [20], [22], changes in mRNA levels can affect the average ribosome load of a transcript. When newly transcribed mRNA exits the nucleus, there is a delay until it is fully loaded with ribosomes, which leads to a transient increase of its proportion in the free or light fractions. Likewise, degradation of mRNAs is thought to occur preferentially on non-translated transcripts, which will reduce its proportion in the free or light fractions and cause a relative increase in heavy fractions [20]. Such passive shifts in ribosome load would be most prominent in the early phase of cell activation, when mRNA levels change strongly.

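RAW264.7 is a mouse macrophage-like cell line, and LPS, a component of the outer membrane of Gram-negative bacteria, activates these cells through TLR4. RNA was sequenced in 8 libraries, 1 per time point, taken before treatment, every 15 min up to 90 min, and at 120 min of treatment with 100 ng/ml LPS. The paper's text speaks of total RNA, whereas the labels of the samples speak of RNA of the cytoplasm. With 1 library per time point no level has a replicate check, and a test between 2 libraries compares those libraries, not the conditions. According to the paper's methods, ribosomal RNA was removed, *in vitro* transcripts of rabbit *HBB2* and firefly luciferase were added as spike-ins, and reads were mapped with Bowtie to the mouse RefSeq transcriptome of mm10 with at most 2 mismatches. Reads that mapped to more than 1 gene symbol were discarded. The paper's text does not name whether the strand was used in mapping, so genes whose exons overlap those of another gene are uncertain and are marked as such at 1 or more of the places where they are named, as are some genes that share sequence with other genes.
The deposited values are raw counts for 23143 symbols, of which 2 are the spike-ins and 6176 had no count in any library. Total counts were 131039483 at 0 min, 123434945 at 15 min, 139624730 at 30 min, 112983092 at 45 min, 134501676 at 60 min, 100250892 at 75 min, 105745005 at 90 min and 159077286 at 120 min, with a median of 127237214. *Rn45s*, the precursor of ribosomal RNA, took 8.59% of the counts at 0 min, 13.0% at 15 min, 8.18% at 30 min, 16.6% at 45 min, 8.27% at 60 min, 20.5% at 75 min, 15.8% at 90 min and 9.11% at 120 min. The ratio of *HBB2* to luciferase counts lay between 0.215 and 0.334.
Fold changes are ratios to 0 min of counts normalized by median-of-ratios size factors, as in the DESeq package that the paper used, and levels are given as CPM, the counts of a gene relative to the total of its library. Scaling by total counts shifted the median tested gene by −0.33 on the log2 scale at 75 min and by −0.21 at 120 min, and scaling by the spike-ins by −0.30 at 60 min and −0.12 at 120 min. The paper's unit, rpkm, needs the number of unique 58-mers of each gene, which was rebuilt from GENCODE M21 transcripts as an alternative chosen after seeing the data. Changes over time were tested on the 12342 genes with at least 10 counts in at least 3 libraries, with edgeR's quasi-likelihood F test of a natural cubic spline of time with 3 degrees of freedom, TMM normalization and 4 residual degrees of freedom. Genes are said to rise or fall where the Benjamini-Hochberg adjusted p was under 0.05, in the direction of the largest fitted change. Such a p sets a smooth profile against the scatter of single libraries around it. Intervals in parentheses are 95% counting intervals and cover counting error only. The tests of change, the gene lists and most alternatives were chosen before the deposited table was examined. By then the groups and d values of Tables S3 and S4, the levels in Figures 6 and 7 and the first part of Dataset S2, with its counts, had been seen. Most tests of technical explanations were chosen after seeing the data.

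**Figure D1:**
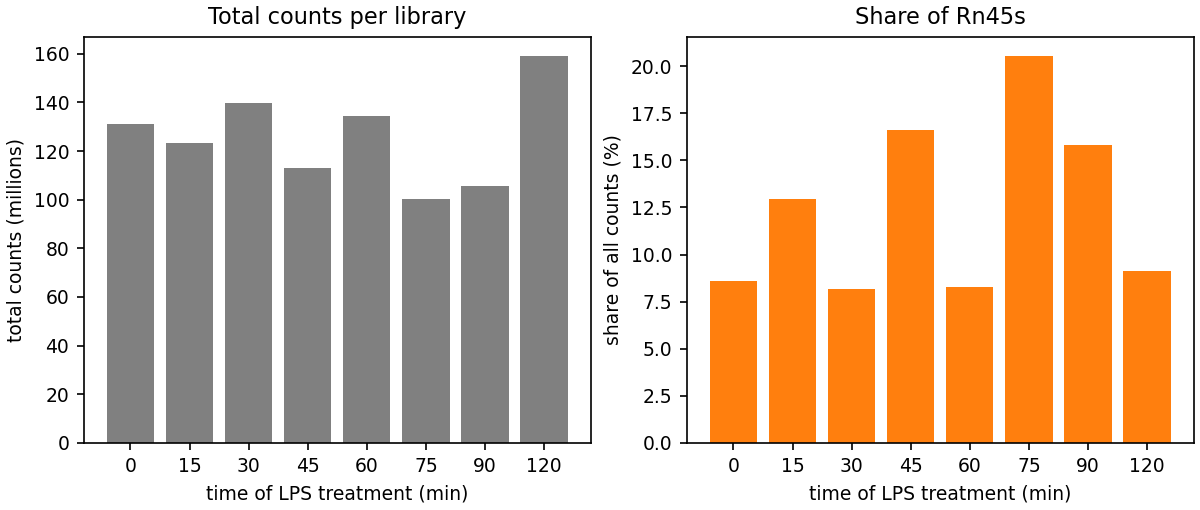
Total counts (left) and the share of *Rn45s* in percent of the counts (right) in each of the 8 libraries, by minutes of LPS treatment. Bars are single libraries. Total counts lay between 100250892 at 75 min and 159077286 at 120 min, and *Rn45s* took more of the counts at 15, 45, 75 and 90 min than in the other 4 libraries.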

To determine whether changes in mRNA levels are responsible for some of the shifts we observe in our ribosome load data set, we isolated total RNA at a high temporal resolution during the first 2 h of macrophage activation, and measured transcriptome-wide mRNA expression patterns by RNASeq (n = 1, GEO accession number GSE52451). Indeed, we found that the change of translation and the change of mRNA abundance show a significant negative correlation (Figure 4A, left panel, Spearman's rank correlation coefficient R_S_ = −0.23). Thus, changes in mRNA levels have to be taken into account when interpreting polysome association.

**Figure 4:**
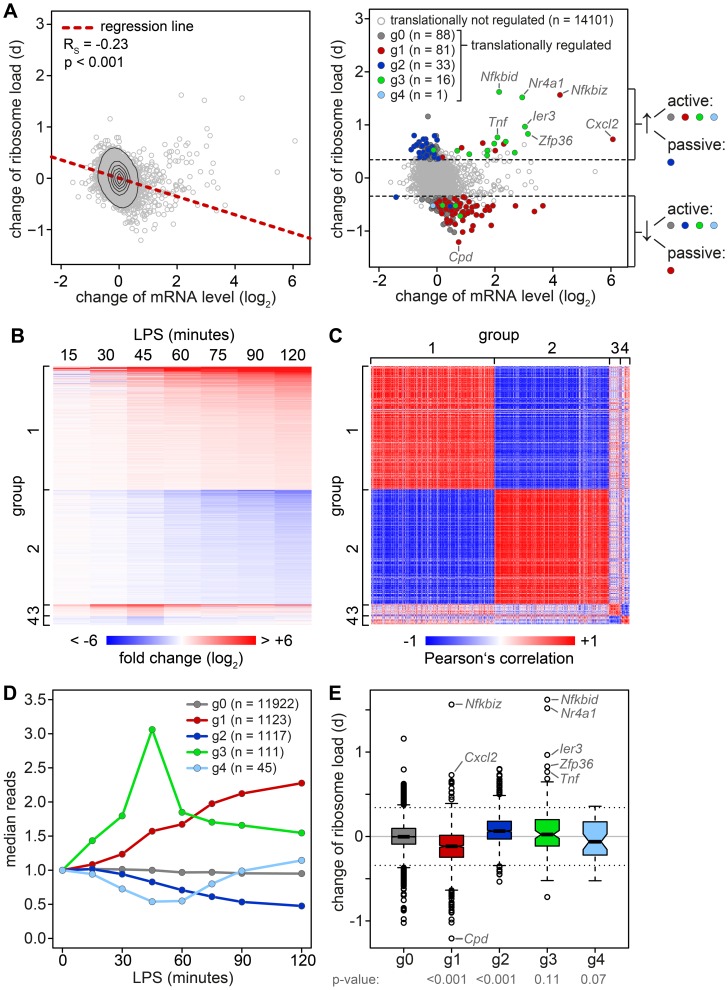
Relation between changes in mRNA levels and changes in translation. (A) Left panel: Change of translation d (orthogonal distance from the regression line in Figure 3B) versus change of mRNA levels in RAW264.7 macrophages after 1 h of LPS treatment as quantified by microarray (n = 3). Right panel: Change of translation d versus change of mRNA levels, color-coded according to groups determined by RNASeq. (B) Groups of mRNAs with different response patterns during activation of RAW264.7 macrophages, as determined by RNASeq (n = 1). g1 and g2 contain mRNAs with a first significant maximum or minimum, respectively, at or after 1 h of LPS treatment (p<0.05 and log_2_(fold change) >0.5 or <0.5). g3 and g4 contain mRNAs with one significant maximum or minimum, respectively, before 1 h. Fold changes (log_2_) to the control are represented by the intensity of blue (negative) or red (positive). (C) Pair-wise Pearson's correlation coefficient of all mRNAs in g1–4. The strength of correlation is represented by the intensity of blue (negative) or red (positive). (D) mRNA expression patterns of the groups g0–4 as median counts normalized to the median of the control condition. g0 contains all mRNAs that do not show a significant change. (E) Box plot showing the change of translation d for each of the groups; p-values were determined by two-sided Wilcoxon rank sum test.

To do so, all mRNAs with a significant change in expression were divided into four groups that reflect the behavior of mRNA abundance before and immediately after 1 h of stimulation, the time point when translation was measured (Figure 4B). 

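Among genes that passed the time-course test with a mean of at least 50 normalized counts and at least 1 count at 0 min, the largest increases at 120 min were those of the cytokine mRNAs *Csf3*, *Il1a*, *Lif*, *Il1b*, *Il6* and *Cxcl2*. *Csf3*, a growth factor of granulocytes, was at 3754 times its 0 min level (95% counting interval 1284 to 18210, from 3 counts at 0 min), *Lif*, a cytokine of the IL6 family, at 3012 times (1176 to 11060, from 4 counts) and *Il6*, an inducer of fever and acute-phase proteins, at 1139 times (204 to 45010, from 1 count). The largest decreases were those of *C130050O18Rik*, *Gpr146*, *Kbtbd11*, *Il21r*, *Lrrc17* and *Rab3a*. The receptor gene *Il21r* was at 0.0743 of its 0 min level (0.0376 to 0.134) at 120 min, and *Rab3a*, a GTPase of vesicle transport, at 0.0826 (0.0488 to 0.132), with exons that overlap those of *Mpv17l2*. *C130050O18Rik* was at 0.0456 (0.0390 to 0.0529) and *Lrrc17* at 0.0782 (0.0348 to 0.154), and both overlap another gene (*3110082I17Rik* and *Fbxl13*).
Of the 12342 tested genes, 3280 rose and 3378 fell at an adjusted p under 0.05 from edgeR, with a median size of the largest fitted change of 0.54 on the log2 scale. Scaling by total counts gave 1728 genes that rose and 5097 that fell, and the spike-ins 1105 and 1614. The 4 libraries with less *Rn45s*, fitted with a straight line in time, gave 1489 and 1095, a choice made after seeing the data. A straight line in time, which cannot follow a transient profile, ended or turned the call of many named genes of that kind, in all 8 libraries and in these 4.
The paper's groups rest on an unadjusted p under 0.05 and a log2 fold change beyond 0.5 between libraries. The test was rewritten here after the description of DESeq. The placing of genes with an early extremum and no later opposite one, in g1 or g2, was learned from the first part of Dataset S2, all of that table that was at hand. In simulated counts of 12342 genes the rule also placed 390 that were made without a change. Few genes were changed there, so the fitted dispersion took in less change over time than in the data. The 390 thus do not carry over to the data. The rule left 14075 genes with at least 1 count in g0, and 4235 of the 9539 tested among them passed the time-course test. The paper reasons that newly transcribed mRNA takes time to be loaded with ribosomes and that decay removes transcripts from the free and light fractions, so that a change in mRNA level can shift the ribosome load passively, and it sorted mRNAs by their profile around 1 h for this reason.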

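Pairs of mRNAs of g1 had a median Pearson's r of 0.745 between their normalized counts over the 8 libraries (quartiles 0.503 to 0.884, 1377 genes). Most of g1, such as *Irg1* and *Ccl5*, had a late maximum, but 132 genes had theirs before 60 min. For g2 the median was 0.829 (0.637 to 0.923, 1280 genes). Most of g2, such as *Gpr146* and *Kbtbd11*, had a late minimum, but 49 genes had theirs before 60 min. Early maxima, such as *Egr1* and *Jun*, gave 0.647 (0.427 to 0.8045, 137 genes of g3), and early minima, among them many histone mRNAs, 0.576 (0.355 to 0.782, 96 genes of g4). Between g1 and g2 the median r was −0.766, and between g3 and g4 −0.582. The genes were grouped on the same 8 libraries and pairs share genes, so these correlations were not tested.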

Within these groups, mRNA expression patterns correlate well with each other (Figure 4C). All mRNAs without a significant change in expression are in group (g)0 (Figure 4D). g1 contains 1123 mRNAs whose levels go up at the 1 h time point and reach their first significant maximum at or after 1 h of stimulation. 

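*Irg1*, which encodes the enzyme that makes itaconate, was at 191 times its 0 min level at 120 min (182 to 201), *Cxcl10*, a chemokine for T cells, at 144 times (126 to 164) and *Ccl5*, another chemokine, at 85.6 times (54.6 to 143). Exons of *Cxcl10* overlap *Art3*. Of 30 genes of NF-κB subunits and the TLR pathway, 24 rose and 3 fell (24 and 3 when adjusted over the list alone). Among these, *Traf1*, an adaptor of TNF receptors, reached 36.4-fold (35.0 to 37.9) at 120 min, *Rel*, a subunit of NF-κB, 12.7-fold (11.8 to 13.6), *Cflar*, an inhibitor of caspase-8, 9.02-fold (8.81 to 9.23) and *Ticam1*, the adaptor TRIF, 7.27-fold (6.80 to 7.79). Of 17 tested genes of prostaglandin and nitric oxide synthesis and surface effectors of activation, 16 rose and 0 fell (16 and 0 when adjusted over the list alone). *Marcksl1* in this list reached 15.7-fold (15.3 to 16.1) and *Cish*, a SOCS protein, at least 405-fold against a floor of 3 counts, since it had 0 counts at 0 min and overlaps *Gm17040* and *Gm17041*.
*Cd83*, a surface marker of activated antigen-presenting cells, was at 13.0-fold at 60 min (12.6 to 13.3, adjusted p = 0.0334 from edgeR). Its call ended without the 30, 45, 60, 75, 90 or 120 min library (adjusted p from 0.0565 to 0.106).
g1 held 1377 genes here, of which 893 had their first maximum at 120 min, and 1148 of its 1309 tested members passed the time-course test. Adjusted p-values left 642 genes, the larger of each gene's own and the fitted dispersion 519, and a log2 fold change over 1 left 908. The own dispersion counts a gene's change over the 8 libraries as spread, so that setting works against strongly changed genes. *Il1a* and *Il1b* moved to g0 with it. With total counts g1 held 789 genes and g2 1702.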

As predicted, we found that the ribosome load of g1 mRNAs is significantly decreased by LPS stimulation compared to g0 mRNAs (p<0.001, two-sided Wilcoxon rank sum test, Figure 4E). g1 mRNAs comprise 57.4% of all mRNAs that were identified as translationally down-regulated (Table S2), but only 7.8% of all mRNAs considered in our microarray analysis. g2 contains 1117 mRNAs whose levels go down at the 1 h time point and reach their first significant minimum at or after 1 h of LPS stimulation. 

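The mRNAs of g2 with the largest decreases included *Gpr146*, a G protein-coupled receptor, at 0.0702 of its 0 min level at 120 min (0.0573 to 0.0853), *Kbtbd11* at 0.0741 (0.0686 to 0.0799), *Fam212a* at 0.0739 (0.0606 to 0.0895) at 90 min, and *Efna1*, a ligand of Eph receptors, at 0.0209 (0.000522 to 0.120, from 1 count) at 90 min. Exons of *Kbtbd11* overlap *Gm37844*. *Zfp36l2*, an RNA-binding protein of the *Zfp36* family that overlaps *AC132455.1*, was at 0.255 (0.245 to 0.266) at 120 min.
Of 24 tested genes of macrophage identity, 11 fell and 4 rose (11 and 4 when adjusted over the list alone). *Fcgr1*, the high-affinity receptor for IgG, fell to 0.382 (0.371 to 0.392) at 120 min and *Cebpa*, a transcription factor of myeloid cells, to 0.400 (0.378 to 0.423) at 75 min, whereas *Cebpb* rose to 1.74 (1.71 to 1.77) at 120 min. Both *Cebpa* and *Cebpb* overlap other genes (*Gm45091* and *Tmem189*), and the spike-ins ended the call of *Cebpb* (adjusted p = 0.0684 from edgeR). *Ccr2*, the receptor of CCL2, was at 0.783 (0.709 to 0.864) at 120 min with an adjusted p of 0.0276, but its largest fitted change on the log2 scale was 0.24 without the 120 min library and 0.32 with a spline of 2 degrees of freedom, and the adjusted p was 0.05 without the 30 min library and 0.387 with the spike-ins. Of 32 cell cycle genes, 11 fell and 8 rose (12 and 8 when adjusted over the list alone). *E2f2*, a transcription factor of the G1/S transition, fell to 0.218 (0.207 to 0.229) and *Ccnd1*, cyclin D1, to 0.506 (0.501 to 0.512) at 120 min, whereas the mitotic kinesin *Cenpe* rose to 1.82 (1.79 to 1.86). *Mki67*, a marker of proliferation, rose to 1.78 (1.77 to 1.80) at 45 min, a call that ended without the 0 min library (adjusted p = 0.113). *Ccnd1* overlaps *LTO1*.
g2 held 1280 genes, 836 of them with their first minimum at 120 min, and 1166 of its 1267 tested members passed the time-course test. Adjusted p-values left 548 genes, the larger dispersion 534 and a log2 fold change under −1 left 822.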

Similar to g1, g2 represents 34.4% of the translationally up-regulated mRNAs (Table S1), but only 7.8% of all mRNAs in our analysis. Their ribosome load is significantly increased compared to g0 mRNAs (p<0.001, Figure 4E). Hence, increasing mRNA levels (group g1) are often associated with decreasing ribosome load, while decreasing mRNA levels (group g2) are often associated with increasing ribosome load, as the shape of the bulk distribution in Figure 4A indicates. Therefore, mRNAs in g1 and g2 undergo passive shifts in ribosome load (Figure 4A, right panel).

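*Ppp1r15a*, which encodes a subunit of the phosphatase of eIF2α, reached 47.9-fold (45.7 to 50.1) at 45 min, and the immediate-early transcription factors *Egr1* and *Jun* 40.6-fold (31.2 to 53.8) and 35.2-fold (34.2 to 36.4). *Jun* was at 0.736 (0.703 to 0.771) of its 0 min level at 120 min. *Tnfaip3*, the ubiquitin-editing enzyme A20 that inhibits NF-κB, was at 69.1-fold (66.0 to 72.3) at 45 min and did not pass the time-course test (adjusted p = 0.0563 from edgeR). Exons of *Ppp1r15a*, which shares part of its sequence with other genes, overlap *Tulp2* and those of *Jun* overlap *Junos*. Of 26 tested immediate-early transcription factors, 23 rose and 2 fell (23 and 2 when adjusted over the list alone), with a median log2 fold change of 2.85 at 60 min. *Fosb* reached 233-fold (118 to 540.4, from 8 counts at 0 min) at 45 min and *Maff* 20.4-fold (18.3 to 22.8) at 60 min. Of 10 genes of MAP kinase phosphatases, 7 rose and 3 fell (7 and 3 when adjusted over the list alone). *Dusp8* was at 121-fold (46.7 to 444, from 4 counts) at 60 min, *Dusp5*, a nuclear phosphatase of ERK, at 72.1-fold (62.2 to 84.1) at 120 min and *Dusp16* at 12.3-fold (11.5 to 13.1) at 75 min, and *Dusp8* and *Dusp5* overlap noncoding genes. A straight line in time left 6 of the transcription factors and 3 of the phosphatases that rose, and gave *Jun* a value of −4.85 and *Ppp1r15a* one of −1.25 on the log2 scale. Calls ended for *Egr1* without the 60, 75 or 90 min library (adjusted p = 0.0599, 0.0586 and 0.0527), for *Maff* without 60 min (0.0763) and for *Ppp1r15a* without 0 min (0.0711), whereas *Tnfaip3* passed without 15 min (0.0377).
By the paper's rule 137 genes had a significant maximum before 60 min and a significant decrease after it (g3), at 45 min for 126 and at 30 min for 11 of them. Of 131 tested members 70 passed the time-course test, near the share of all tested genes (6658 of 12342). A total of 51 of these 131 were at most 0.5 on the log2 scale above 0 min at 30 min, and of these 12 passed the test, against 58 of the other 80. Without the 45 min library the rule gave 33 genes, and with the 4 libraries that have less *Rn45s* 24. Both settings lack the time point of most of these maxima, so they lose members for that reason too. With adjusted p-values the rule gave 35 genes, and with the larger dispersion 4.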

g3 mRNAs (n = 111) show an early and transient induction of expression before 1 h of macrophage activation. As a group these mRNAs do not show a significant difference in their change of ribosome load compared to g0 (Figure 4E), yet many of the mRNAs with the strongest increase in ribosome load are part of g3 (Table S1). We concluded that the change of ribosome load of g3 mRNAs results from active translational regulation and not from passive shifts due to changes in mRNA levels. This is supported by the fact that we also observed many g3 mRNAs which do not show an increase of their ribosome load although their expression patterns are very similar to those mRNAs whose translation is strongly up-regulated (Figure S4). 

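*AI467606* fell to 0.298 of its 0 min level (0.276 to 0.321) at 45 min (adjusted p = 0.0222 from edgeR). Other mRNAs with low values at 45 min did not pass the time-course test, namely *Alkbh4*, a dioxygenase of the AlkB family, at 0.244 (0.205 to 0.290, adjusted p = 0.16), *Id1*, an inhibitor of basic helix-loop-helix transcription factors, at 0.289 (0.221 to 0.374, 0.0857), the zinc finger gene *Zfp773* at 0.296 (0.227 to 0.381, 0.0762) and *Hist3h2bb-ps* at 0.302 (0.191 to 0.462, 0.546). *Foxs1*, a forkhead transcription factor, had 1 count at 45 min, 0.0880 of its 0 min level (0.00209 to 0.572), and was at 3.79-fold (2.13 to 7.19) at 120 min. Its fitted change turned to −2.17 on the log2 scale without the 30 min library and to −1.07 without the 120 min library. The call of *AI467606* ended without the 60 min library (adjusted p = 0.0981).
Of 28 tested genes of core and linker histones, which package DNA into nucleosomes, 21 fell and 0 rose (22 and 0 when adjusted over the list alone), and their median log2 fold change was −0.68 at 45 min and −0.31 at 60 min. *Hist1h1d* was at 0.469 (0.464 to 0.474) at 45 min and 0.678 (0.673 to 0.684) at 120 min, *Hist2h4* at 0.422 (0.417 to 0.428) and 0.864 (0.856 to 0.872), *Hist1h3b* at 0.424 (0.393 to 0.458) and 0.759 (0.717 to 0.803), and *Hist1h4b* at 0.548 (0.517 to 0.580) and 0.825 (0.788 to 0.864). Only 40.1% of the 58-mers of *Hist1h3b* and 48.5% of those of *Hist1h4b*, which also overlaps *4930558J22Rik*, are unique, so their counts are uncertain. A straight line in time left 1 histone gene that fell. The call of *Hist1h1d* ended without 60 min (adjusted p = 0.0575) and that of *Hist2h4* without 30, 60, 75, 90 or 120 min (0.0604 to 0.147).
By the paper's rule 96 genes had an early minimum and a later increase (g4), of which 87 had it at 45 min. Of these 96 genes 39 passed the time-course test, a lower share than among all tested genes (6658 of 12342) and in g0 (4235 of 9539). The 96 genes were 26 small noncoding RNAs, 21 histone genes, 38 other protein-coding genes and a remainder of other noncoding genes. The 45 min library is one of those with more *Rn45s*. It also holds most of these minima, so settings without it, the 4 libraries with less *Rn45s* included, lose members for that reason too. Without it the rule gave 25 genes (13 small noncoding RNAs and 0 histone genes), with adjusted p-values 7, with the larger dispersion 27, with the spike-ins 31, with protein-coding genes only 59, and with the 4 libraries that have less *Rn45s* 5.

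**Figure D2:**
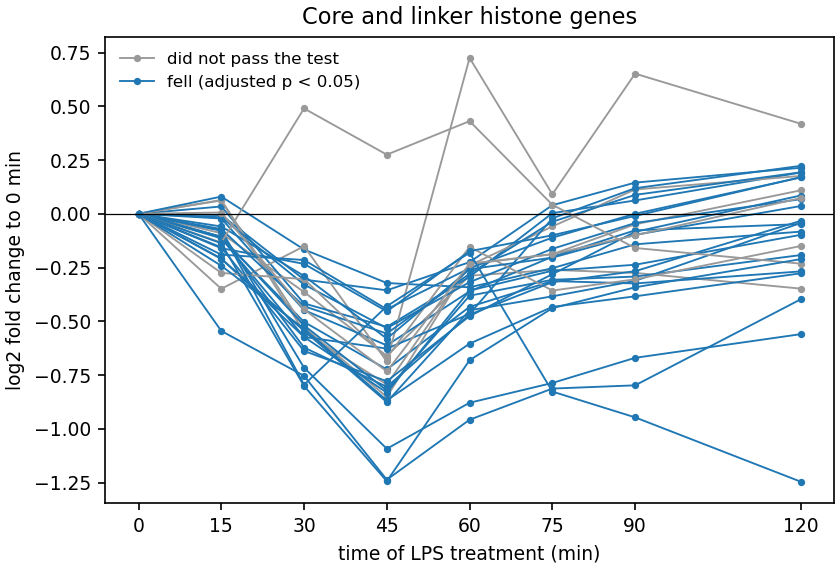
Log2 fold change to 0 min (y axis) over minutes of LPS treatment (x axis) of 28 core and linker histone genes, 1 line per gene and 1 library per time point. The 21 blue lines fell in the time-course test and the grey lines did not pass it. The median of the 28 genes was −0.68 at 45 min.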

Similar to g3, g4 mRNAs (n = 45), which show an early and transient decrease before 1 h of LPS stimulation, do not significantly differ from g0 mRNAs in their change of ribosome load (Figure 4E).

### Active up-regulation of translation correlates with the presence of AREs

Because the ARE is often found in the 3′UTR of inflammation-related genes [3] and was shown to regulate translation of *Tnf* mRNA in LPS-stimulated macrophages [6], we looked at the frequency of AREs in the different mRNA groups described above. For this purpose, we used the ARE*Score* algorithm, which assigns a numeric value to the putative strength on an ARE [23]. As shown in Figure 5A, mRNAs whose levels increase significantly and therefore belong to group g1 or g3 (Figure 4) have significantly higher ARE*Scores* than mRNAs in g0 (p<0.001, two-sided Wilcoxon rank sum test). For translational regulation, we applied the categories as shown on the right side of Figure 4A: Translation was considered to be actively up-regulated unless the mRNA levels were decreasing (g2 mRNAs) and actively down-regulated unless the mRNA levels were increasing (g1 mRNAs). By this analysis, a significant increase in ARE*Scores* is only observed in the group of mRNAs whose translation is actively up-regulated (p<0.001, two-sided Wilcoxon rank sum test, Figure 5B).

**Figure 5:**
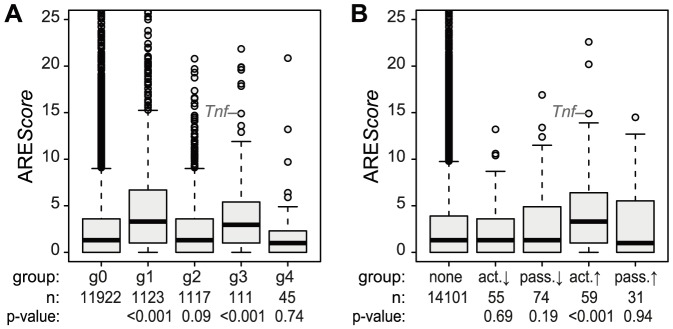
ARE scores and different patterns of regulation. (A) ARE scores were determined using the ARE*Score* algorithm and represented as boxplot for the groups g0–g4 (as defined in Figure 4); p-values were determined by two-sided Wilcoxon rank sum test. (B) Boxplot of ARE scores for groups of mRNAs with active and passive changes in ribosome load as defined in Figure 4A; p-values were determined by two-sided Wilcoxon rank sum test.

### Translational inhibition of cytokines

We then chose a few examples to further characterize the relationship between mRNA levels, translation and protein production. Because the ribosome load strongly correlates with the length of the open reading frame (ORF) (Figure S5), we defined for each of the selected mRNAs a control group of mRNAs with similar ORF length (±25 nt). *Il1a* mRNA, for example, has a much lower ribosome load in activated macrophages than its control group (Figure 6A, middle panel), and although the mRNA is induced >3000-fold (left panel), IL1A protein cannot be detected in the supernatant (right panel; for positive control and sensitivity of the assay see Figure S6). 

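*Il1a* encodes interleukin 1α and lies on chromosome 2 of GRCm38 from 129299610 to 129309972 on the minus strand. It had 5 counts at 0 min and 16662 at 120 min. Relative to 0 min, it was at 20.7-fold (8.59 to 65.0) at 30 min, 352-fold (151 to 1086) at 60 min and 3157-fold (1353 to 9724) at 120 min, the highest of the 8 libraries. The rise passed the time-course test (adjusted p = 2.13e-06 from edgeR) under every alternative run on single genes. The width of the interval comes from the 5 counts at 0 min, and exons of *Il1a* overlap those of *Gm14023*.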

A similar example is *Il1b*: Its ribosome load is below that of its control group, and despite a >2500-fold induction of the mRNA during the first 2 h of LPS- stimulation, the protein is not detectably secreted into the supernatant (Figure 6B). Both IL1A and IL1B are translated as precursors that undergo proteolytic cleavage before they are secreted. 

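*Il1b* encodes interleukin 1β and lies next to *Il1a* on chromosome 2 of GRCm38, from 129364570 to 129371139 on the minus strand. Its counts went from 45 at 0 min to 133379 at 120 min. It was at 17.0-fold (12.6 to 23.5) at 30 min, 259-fold (193 to 355) at 60 min and 2808-fold (2098 to 3850) at 120 min. The rise had an adjusted p of 0.000141 from edgeR, and of 0.0528 with a straight line through the 4 libraries that have less *Rn45s*. Exons of *Il1b* overlap the antisense gene *Il1bos*.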

LPS alone was described to prime macrophages for IL1A and IL1B production, but a second stimulus is required for cleavage of the precursors and efficient secretion [24]. In addition, it has been shown that translational repression of *Il1b* mRNA is mediated by the Janus kinase TYK2 and strongly contributes to the lack of IL1B secretion by LPS-stimulated macrophages [25]. Our data suggest that *Il1a* mRNA is subject to similar translational repression, and that the release of these cytokines in macrophages stimulated with LPS alone is prevented through a combination of translation repression and secretion.

**Figure 6:**
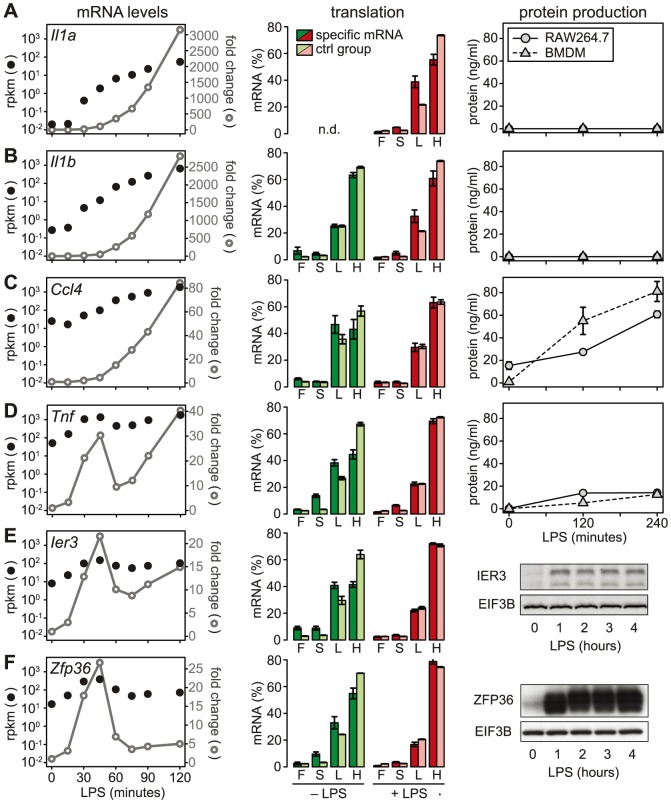
LPS-induced changes in mRNA levels, translation and protein production. (A–F) mRNA levels, polysome association and protein levels are shown for four cytokines (IL1A, IL1B, CCL4 and TNF) and two feedback inhibitors (IER3 and ZFP36). Left: mRNA levels in RAW264.7 macrophages were quantified by RNASeq (n = 1); shown are absolute expression values as reads per kilobase per million reads (rpkm) and fold change relative to the 0 minute time point. Middle: Translation in RAW264.7 macrophages was assessed by polysome fractionation and microarrays (n = 3); association of the mRNA with the free (F), 40S-bound (S), light (L) and heavy (H) pools is depicted next to the mean association of the control group of mRNAs with a similar ORF length ±25 nt. Right: Protein production by RAW264.7 macrophages or BMDM was determined by (A–D) flow cytometry (n = 3 for RAW264.7 cells, n = 4 for BMDM) or (E–F, from RAW264.7 macrophages) Western blotting (showing one representative example).

### De-repression as a major mode of translational regulation

In contrast to *Il1a* and *Il1b*, *Ccl4* mRNA is expressed at much higher levels (25 rpkm versus 0.02 rpkm for *Il1a* and 0.27 rpkm for *Il1b*), yet its translation is repressed compared to the control group (Figure 6C). 

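At 0 min *Ccl4*, which encodes the chemokine MIP-1β, was at 15.6 CPM (14.9 to 16.3), from 2039 counts. *Il1b* was at 0.344 CPM (0.251 to 0.460) and *Il1a* at 0.0382 CPM (0.0124 to 0.0891). The 3 intervals do not overlap. With rebuilt unique 58-mers these levels were 25.8 rpkm for *Ccl4*, 0.264 rpkm for *Il1b* and 0.0199 rpkm for *Il1a*. By CPM, *Ccl4* ranked 11th of the 114 genes of Table S3.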

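*Ccl4* lies on chromosome 11 of GRCm38 from 83662584 to 83664683 on the plus strand. It was at 0.690 of its 0 min level at 15 min (0.643 to 0.741), and then at 2.08-fold (1.97 to 2.19) at 30 min, 15.0-fold (14.4 to 15.7) at 60 min and 84.4-fold (80.8 to 88.2) at 120 min, with 181645 counts. Among the 8 libraries, it was lowest at 15 min and highest at 120 min. The rise passed the time-course test (adjusted p = 0.000685 from edgeR).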

After LPS stimulation, *Ccl4* mRNA is induced 80-fold and its translation is de-repressed, which is reflected by efficient secretion of CCL4 (Figure 6C). Similarly, *Tnf* mRNA levels are high (50 rpkm) in resting macrophages, and its translation is strongly suppressed (Figure 6D). 

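*Tnf*, which encodes the inflammatory cytokine TNF, lies on chromosome 17 of GRCm38 from 35199381 to 35202007 on the minus strand. At 0 min it had 10429 counts, 79.6 CPM (78.1 to 81.2), and 50.3 rpkm with rebuilt unique 58-mers. The level at 0 min is thus measured closely as far as counting goes, in 1 library.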

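*Tnf* mRNA was at 3.31-fold (3.24 to 3.39) at 15 min, 21.2-fold (20.8 to 21.6) at 30 min and 30.3-fold (29.7 to 30.9) at 45 min. It was then at 9.50-fold (9.31 to 9.70) at 60 min and 12.1-fold (11.9 to 12.4) at 75 min, and higher again at 22.1-fold (21.6 to 22.5) at 90 min and 40.3-fold (39.6 to 41.1) at 120 min. By the rule for groups, *Tnf* had a significant maximum at 45 min, a minimum at 60 min and a second maximum at 120 min.
The rise over the time course had an adjusted p of 0.017 from edgeR. It was 0.125 with the spike-ins and 0.157 with a spline of 2 degrees of freedom, and without 1 library it was 0.254 (0 min), 0.054 (15 min), 0.0538 (45 min) and 0.0691 (120 min).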

Upon activation with LPS, *Tnf* mRNA shows an oscillatory induction and translation is de-repressed. TNF secretion is low but detectable in unstimulated macrophages, and induced efficiently by LPS (Figure 6D). While *Tnf* is an exception among the cytokines, five translationally regulated feedback inhibitors belong to g3 with peak expression before 1 h of LPS stimulation (Table S4). 

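In Table S4, *Nfkbid*, *Ier3*, *Nr4a1*, *Dusp1* and *Zfp36* have both a raised ribosome load in the paper and a g3 profile. *Nfkbid* encodes a nuclear IκB protein, *Ier3* an inhibitor of RELA, *Nr4a1* an orphan nuclear receptor, *Dusp1* a phosphatase of p38 MAPK and *Zfp36* a protein that binds AU-rich elements. In the counts, all 5 had their first maximum at 45 min. At 30 min they were already at 6.79-fold (6.52 to 7.06) for *Nfkbid*, 12.9-fold (12.1 to 13.7) for *Ier3*, 25.7-fold (23.2 to 28.6) for *Nr4a1*, 28.6-fold (26.4 to 31.2) for *Dusp1* and 17.9-fold (17.3 to 18.5) for *Zfp36*. Without the 45 min library, and in the 4 libraries with less *Rn45s*, *Ier3*, *Nr4a1* and *Dusp1* moved to g1. Both settings lack the time point of their first maximum. With the larger of each gene's own and the fitted dispersion none of the 5 was in g3, nor was *Tnf*. That setting counts a gene's own change over time as spread, so strongly induced genes tend to lose their calls. *Il1a* and *Il1b* also moved to g0, so it does not bear on these 5 genes in particular. Exons of *Dusp1* overlap *Ergic1* and those of *Zfp36* overlap *Gm44710*.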

*Ier3* and *Zfp36* mRNAs, for example, show a behavior very similar to *Tnf*: Their mRNAs are well expressed in resting macrophages (8 and 17 rpkm, respectively), whereas translation is strongly repressed and the protein is barely detectable (Figure 6E and 6F). 

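*Ier3* lies on chromosome 17 of GRCm38 from 35821684 to 35822923 on the plus strand, and was at 8.33 CPM (7.84 to 8.84) at 0 min, from 1091 counts. *Zfp36* lies on chromosome 7 from 28376784 to 28380253 on the minus strand, and was at 28.3 CPM (27.4 to 29.2), from 3708 counts. Both lay below *Tnf*. With rebuilt unique 58-mers the levels were 7.75 rpkm for *Ier3* and 10.5 rpkm for *Zfp36*.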

Upon LPS stimulation, mRNA levels oscillate, translation is de-repressed, and protein production is induced (Figure 6E and 6F). These examples illustrate that de-repression of translation is a frequent mode of regulation, which we observed for two cytokines and seven negative feedback inhibitors (see Figure 7).

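*Ier3* was at 21.6-fold (20.3 to 23.0) at 45 min, 8.78-fold (8.23 to 9.37) at 75 min and 14.9-fold (14.0 to 15.8) at 120 min. By the rule for groups these are a maximum, a minimum and a second maximum. *Zfp36* was at 26.6-fold (25.8 to 27.5) at 45 min, 3.56-fold (3.43 to 3.71) at 75 min and 5.00-fold (4.83 to 5.18) at 120 min, of which the last was not a significant second maximum by that rule. Both rose over the time course (adjusted p = 0.00448 for *Ier3* and 0.00955 for *Zfp36* from edgeR).
The call of *Ier3* ended with a spline of 2 degrees of freedom (adjusted p = 0.116) and without the 0 min library (0.108). That of *Zfp36* ended with 2 degrees of freedom (0.29) and without the 0 or 120 min library (0.0746 and 0.074), and a straight line in time gave it −0.90 on the log2 scale.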

**Figure 7:**
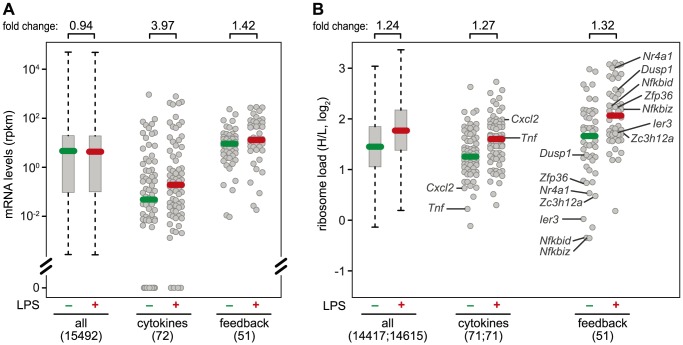
mRNA levels and translation of cytokines and feedback inhibitors. (A) Absolute mRNA expression levels were measured by RNASeq (n = 1) and depicted as rpkm before and 1 h after LPS treatment of RAW264.7 macrophages for all genes with at least one read in one of the conditions (box plot), and the subgroups of cytokines and feedback inhibitors (dot plots). Among the cytokines, 18 genes had an rpkm value of 0 before stimulation, and 4 after stimulation. (B) Ribosome load (H/L) as determined in Figure 3 for all mRNAs detectable before or 1 h after LPS treatment of RAW264.7 macrophages, separately for all genes (box plot), cytokines and feedback inhibitors (dot blots). Translationally de-repressed cytokines and feedback inhibitors are labeled.

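Of the 114 genes of Table S3, 72 had at least 1 count at 0 or 60 min, and of these 18 had 0 counts at 0 min and 4 had 0 counts at 60 min. *Ifnb1*, which encodes interferon β, *Ccl20*, a chemokine, and *Csf2*, which encodes GM-CSF and overlaps *Gm12223*, had 0 counts at 0 min and were at 0.498, 0.0893 and 0.0372 CPM at 60 min. These 3 genes were chosen after their values were seen. A count of 0 allows up to 3 counts, 0.0229 CPM at 0 min and 0.0223 CPM at 60 min. The other members of Table S3, among them the genes of interferon α, had no count in either library.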

### Different regulation of cytokines and feedback inhibitors

A systematic comparison of the 72 cytokines (including chemokines, Table S3) and 51 feedback inhibitors (Table S4) that we could track in RAW264.7 macrophages shows a distinct pattern of regulation for these two groups of genes: The majority of cytokine mRNAs is expressed at very low levels in resting macrophages (median rpkm = 4.75×10^−2^), and is strongly induced after 1 h of LPS stimulation (median rpkm = 1.89×10^−1^, 3.97-fold induction) (Figure 7A). 

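Of 48 tested cytokine genes of Table S3, 30 rose and 6 fell (32 and 6 when adjusted over the list alone). The list is the study's own. At 60 min *Cxcl2*, a chemokine for neutrophils, was at 335-fold (288 to 392), *Csf3* at 198-fold (67.3 to 962) and *Lif* at 75.5-fold (29.2 to 279) of their 0 min levels. The median log2 fold change of the tested cytokines was 0.68 at 60 min and 2.56 at 120 min, each above all of 10000 random lists matched on expression. Some members, such as *Il6* with 1 count and *Ifnb1* with 0 counts at 0 min, passed the filter on counts only because they rose. The medians, their place among random lists and the number that rose are thus set in part by the filter.
The median level of the 68 cytokines with a measured change of translation in Table S3 was 0.00763 CPM at 0 min (0 to 0.0153) and 0.0521 CPM at 60 min (0.0334 to 0.0744), a ratio of 6.82 with a lower bound of 2.73 and no upper bound, since 31 and 25 of them had 0 counts. Over the 72 with at least 1 count the medians were 0.0840 CPM (0.0573 to 0.107) and 0.212 CPM (0.1785 to 0.260), a ratio of 2.52 (1.95 to 3.90). With rebuilt unique 58-mers, the 71 of these genes that have them (all but *Il12b*) gave 0.0418 rpkm and 0.199 rpkm, a ratio of 4.75, a choice made after seeing the data.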

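Of 49 tested genes of Table S4, which the study drew up from a search of the literature, 28 rose and 7 fell (30 and 7 when adjusted over the list alone), with a median log2 fold change of 0.28 at 60 min and 0.61 at 120 min. *Nfkbiz*, a nuclear IκB protein, was at 6.84 CPM (6.40 to 7.30) at 0 min and 1020 CPM (1014 to 1025) at 60 min. At that time *Nr4a1* was at 40.9-fold (36.9 to 45.4), whereas *Tnfaip3*, which did not pass the test, was at 21.5-fold (20.5 to 22.5). *Nfkbia*, which encodes IκBα, was at 3.68-fold (3.61 to 3.74). The median of the 51 feedback inhibitors with a measured change of translation was 28.6 CPM (28.0 to 29.5) at 0 min and 59.3 CPM (58.0 to 60.6) at 60 min, a ratio of 2.08 (1.995 to 2.14). The median of all 15490 genes with at least 1 count in either library was 13.0 CPM and 12.0 CPM. The median of the fold changes of the single genes of the list was 1.13, and with rebuilt unique 58-mers the medians were 8.46 and 12.7 rpkm, a ratio of 1.50.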

Feedback inhibitors start with higher mRNA levels (median rpkm = 8.94), yet their increase in mRNA levels after 1 h of LPS stimulation is much weaker (median rpkm = 12.67, 1.42-fold induction). The effect of LPS on the translation of cytokines is heterogeneous: Most cytokine mRNAs follow the general trend (Figure 7B), only a few show enhanced translation (*Tnf*, *Il23a*, *Cxcl2*, *Tnfsf9*), while others are translated less efficiently (*Il1b*, *Lif*, *Csf3*) (Figure 3B). In contrast, feedback inhibitors more often show a low ribosome load in resting cells and are de-repressed upon LPS stimulation (e.g. *Ier3*, *Nfkbid*, *Nfkbiz*, *Nr4a1*, *Dusp1*, *Zfp36* and *Zc3h12a*; Figure 7B).

### The ARE of *Ier3* is required for translational regulation

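In CPM, *Tnf* went from 1653 (1646 to 1660) at 30 min to 2121 (2112 to 2129) at 45 min and 708 (703 to 712) at 60 min. *Cxcl2* was at 432-fold (371 to 505) at 45 min and 276-fold (237 to 323) at 75 min before its highest level at 120 min, and was placed in g1, but in g3 without the 120 min library. *Ccl4* and *Il1b* were higher at each later time point from 30 min on. Of the cytokines of Table S3 with a group in the paper, *Tnf* is the one in g3.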

TNF is the most highly induced cytokine at the level of translation (Figure 3B), and its mRNA levels oscillate with a first peak during the first hour of the LPS response (Figure 6D). Several feedback inhibitors of NF-κB signaling have a very similar behavior. Out of all g3 mRNAs, *Nfkbia* and *Ier3* show the highest correlation with the expression profile of *Tnf* mRNA (R_P_ = 0.96 and 0.85, respectively). 

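*Nfkbia* encodes IκBα, the inhibitor that holds NF-κB in the cytoplasm, and lies on chromosome 12 of GRCm38 from 55489410 to 55492647 on the minus strand. It was at 7.25-fold (7.13 to 7.38) at 45 min, 3.99-fold (3.92 to 4.07) at 75 min and 7.60-fold (7.48 to 7.73) at 120 min. Over the 8 libraries its normalized counts correlated with those of *Tnf* with Pearson's r = 0.958 (exact permutation p = 0.000397 over 40320 pairings) and Spearman's rho = 1 (p = 4.96e-05, exact permutation, the smallest that these pairings give), the highest r of the 136 other genes of g3. Over these genes the adjusted p was 0.054 for r and 0.00675 for rho. *Ier3* had r = 0.856 (exact permutation p = 0.00682, adjusted p = 0.122) and rho = 0.929 (p = 0.00223, exact permutation, adjusted p = 0.0253), and ranked 7th by r. The genes between them were *Gm20199*, *Eid3*, *Ireb2*, *Srrm2* (overlaps *Elob*) and *Dusp2*, and the median r was 0.379.
Without the 0 and 120 min libraries, those farthest from the median of *Tnf*, r was 0.985 for *Nfkbia* and 0.926 for *Ier3*. Both genes were in g3 because of the same libraries, so the correlation is not independent of the grouping, and *Nfkbia* moved to g1 with adjusted p-values, a log2 fold change beyond 1, edgeR's exact test, the larger dispersion, and the 4 libraries with less *Rn45s*.

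**Figure D3:**
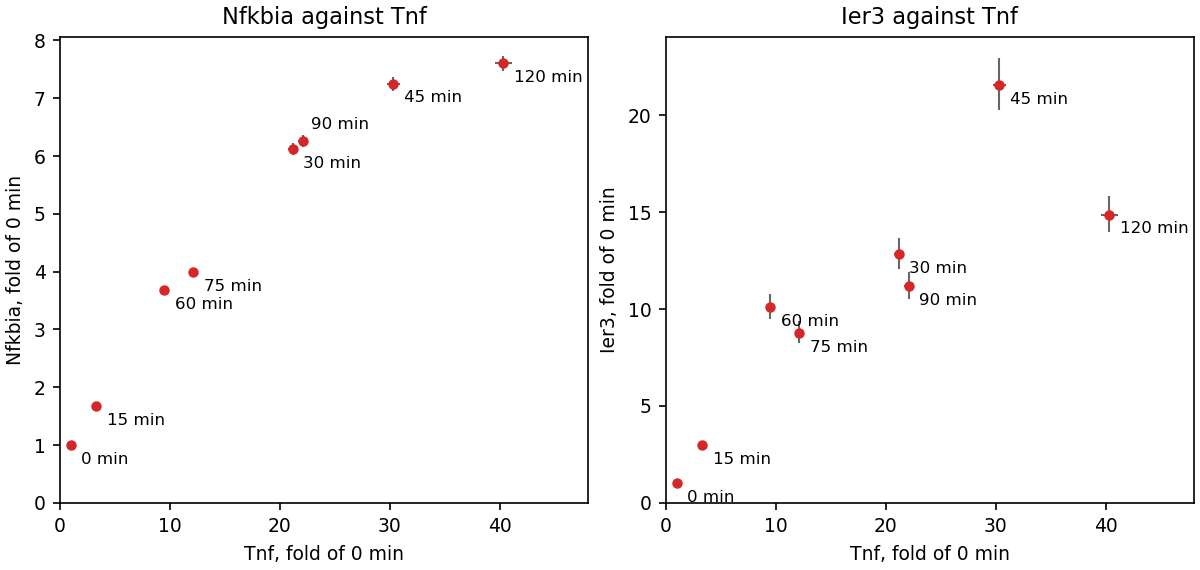
Fold change to 0 min of *Nfkbia* (left) and *Ier3* (right) on the y axis against that of *Tnf* on the x axis. Each point is 1 library, labelled with its minutes of LPS treatment, and bars are 95% counting intervals. *Nfkbia* follows the order of *Tnf* in all 8 libraries (rho = 1), and *Ier3* with rho = 0.929.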

While translation of *Nfkbia* is not regulated (Table S4), *Ier3*, like *Tnf*, is translationally de-repressed after LPS stimulation (Figure 6E). Moreover, the two genes show a striking similarity of regulatory elements. The promoters of both *Tnf* and *Ier3* contain binding sites for the transcription factors NF-κB, ETS1 and SP1 (Figure 8A). In their 3′UTRs, they share three post-transcriptional regulatory elements: Both *Tnf* and *Ier3* mRNA contain a highly conserved CDE stem loop [9] and in mouse, both harbor a miR-125b binding site, which was shown to regulate the expression of mouse *Tnf* mRNA [26]; both mRNAs also contain an ARE and are validated targets of ZFP36 [7], [27]. By Luciferase assays, we confirmed that the 3′UTR of *Ier3* mediates translational regulation upon LPS stimulation. Due to the low transfection efficiency in RAW264.7 cells, we used HEK293 cells that stably express the TLR4 receptor and are therefore responsive to LPS. Because the reporter mRNAs were expressed from a heterologous MMLV promoter in HEK293 cells, their levels did not change strongly upon LPS stimulation (Figure 8B). In unstimulated cells, translation of the reporter mRNA containing the complete *Ier3* 3′UTR was suppressed more than 2-fold compared to the control reporter that contains the rabbit β-globin (*HBB2*) 3′UTR alone (Figure 8C). After stimulation with LPS, translation of the *Ier3* 3′UTR reporter was significantly increased 2.9-fold and was even more efficient than translation of the control reporter. When the ARE was deleted from the *Ier3* 3′UTR, translation was neither repressed in resting cells nor enhanced after stimulation with LPS (Figure 8C), which indicates that the ARE is involved in translational regulation of *Ier3* mRNA.

**Figure 8:**
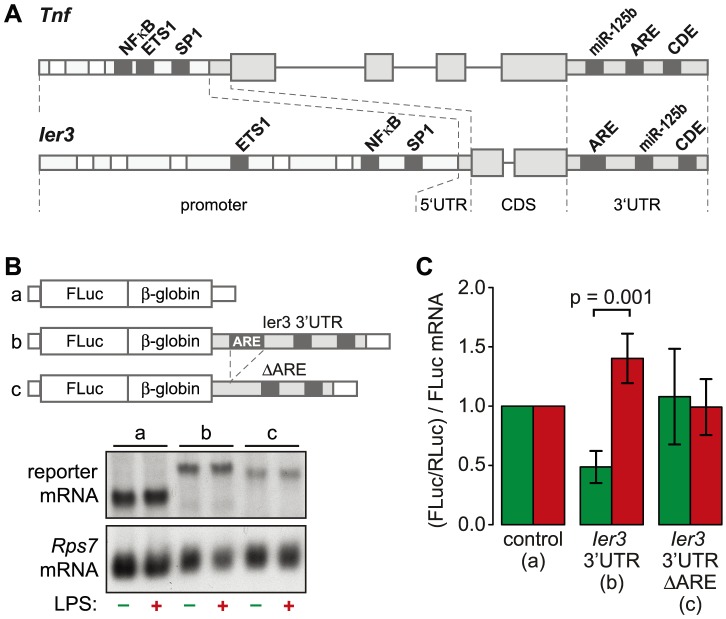
Translational regulation by the *Ier3* 3′UTR. (A) Diagram depicting the similarity of regulatory motifs between the *Ier3* and *Tnf* genes. Shared transcriptional and post-transcriptional elements are highlighted. (B) HEK-Blue mTLR4 cells were transiently co-transfected with different Firefly Luciferase reporter genes together with a Renilla Luciferase expressing plasmid. Firefly Luciferase reporter genes contained either the rabbit β-globin (*HBB2*) 3′UTR alone, the complete *Ier3* 3′UTR or the *Ier3* 3′UTR without the ARE. (C) To determine the relative translation efficiency, Firefly Luciferase (FLuc) activity was normalized to Renilla Luciferase (RLuc) activity and to the Firefly Luciferase reporter mRNA level as determined by Northern blot analysis. Bars represent mean values ± SEM (n = 4).

### *Ier3* protects cells from LPS-induced cell death

Since the transcriptional and post-transcriptional regulation of *Ier3* parallels that of *Tnf*, we speculated that IER3 may play an important role during early macrophage activation. IER3 was reported to inhibit NF-κB and limit induction of CCL2, IL6, CXCL1 and IL1B upon TLR2 stimulation [28]. Hence, we first tested whether IER3 might also affect TNF expression after TLR4 ligation. BMDM were derived from wt and *Ier3* ^−/−^ mice [29], and confirmed to be equally differentiated by the time of the experiment (Figure S7A). After LPS stimulation, both wt and *Ier3* ^−/−^ BMDM secreted similar amounts of TNF (Figure 9A), suggesting that IER3 does not affect TNF production.

**Figure 9:**
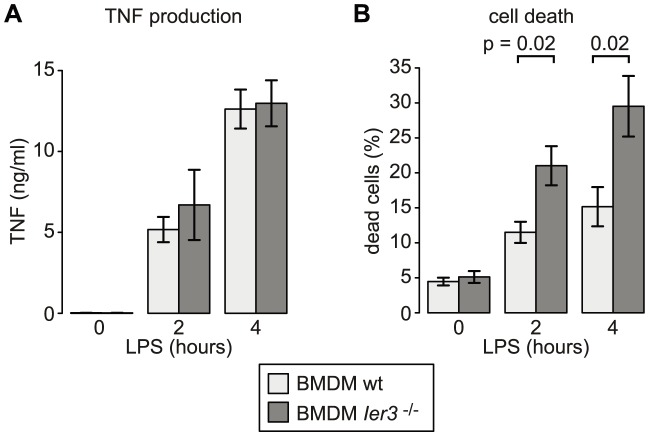
Effect of *Ier3* knockout on TNF production and survival of LPS-stimulated BMDM. (A) TNF secretion by wild type and *Ier3* knockout BMDM was measured using a bead-based flow cytometry assay. Mean values ± SEM were determined from four experiments using BMDM of two different pairs of wild type and knockout mice. (B) Cell death was measured after propidium iodide and Annexin V staining by flow cytometry. Depicted is the mean percentage of double positive cells (± SEM) based on five experiments using BMDM from three different pairs of wild type/knockout mice.

IER3 was also reported to have, depending on the system, pro- or anti-apoptotic effects [30]. We therefore compared cell death in wt and *Ier3* ^−/−^ BMDM. Prior to LPS stimulation, there was no significant difference in the proportion of dead cells. After LPS stimulation, *Ier3* ^−/−^ BMDM showed twice as many dead cells as wt controls (Figure 9B). Dead BMDM were permeable for both Annexin V and propidium iodide (PI), whereas the early apoptotic population (Annexin V positive, PI negative) was barely affected by LPS stimulation (Figure S7B). We concluded that the induction of IER3 has a protective effect and contributes to the survival of macrophages during the early inflammatory response.

## Discussion

When macrophages initiate an inflammatory response, numerous secreted and intracellular proteins have to be synthesized. Despite efficient translation initiation in LPS-stimulated macrophages, the transcription of new mRNAs does not lead to an immediate increase in protein production. Rather, newly transcribed mRNAs have to compete for components of the translation machinery, and some mRNAs are loaded more efficiently with ribosomes than others. Among the 90 mRNAs that we identified as translationally up-regulated early after macrophage stimulation, 20 show a significant increase in mRNA levels (group 1 or group 3 in Table S1). For these 20, the increase in transcription and/or mRNA stability acts in synergy with enhanced translation, allowing for efficient induction of protein synthesis (Figure 4). In the subset of genes with concomitant induction of mRNA levels and translation, we find four cytokines, including *Tnf*, and two genes required for the efficient induction of *Tnf*: *Map3k8* [31] and *Dusp2* [32]. 

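The 4 cytokines that the paper counts here are *Tnf*, *Il23a*, *Cxcl2* and *Tnfsf9*. *Cxcl2* lies on chromosome 5 of GRCm38 from 90903871 to 90905938, shares part of its sequence with other genes and was at 1032-fold (888 to 1207) at 120 min. *Il23a*, a subunit of IL23, was at 13.0-fold (6.53 to 29.5, from 9 counts at 0 min) at 90 min, and *Tnfsf9*, the ligand of 4-1BB, at 3.75-fold (3.62 to 3.89) at 120 min, with exons that overlap *Gm11110*. All 4 rose over the time course (adjusted p = 0.00646 for *Cxcl2*, 0.00542 for *Il23a* and 0.00651 for *Tnfsf9* from edgeR). *Map3k8*, a kinase upstream of ERK, was at 2.45-fold (2.27 to 2.65) at 45 min, 0.773 (0.691 to 0.863) at 75 min and 1.06 (0.973 to 1.16) at 120 min. *Dusp2*, a phosphatase of MAP kinases, was at 18.1-fold (17.1 to 19.2) at 45 min and 13.1-fold (12.4 to 13.9) at 120 min.
*Map3k8* (adjusted p = 0.0483) and *Dusp2* (0.0302) passed narrowly. The call of *Map3k8* ended without the library of any time point but 15 min (0.0921 to 0.183), and that of *Dusp2* without any but 90 min (0.0556 to 0.341). A spline of 2 degrees of freedom gave *Map3k8* a value of −0.50 on the log2 scale. The calls of *Cxcl2* and *Il23a* ended without the 0 min library (0.0603 and 0.0724).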

Surprisingly, the largest group of genes with concomitant induction encode negative feedback regulators of the inflammatory response (Table S4): Three direct inhibitors of RELA transactivation (*Nfkbid*, *Nfkbiz*, *Ier3*), one transcription factor for *Nfkbia* (*Nr4a1*), one phosphatase that inactivates p38 MAPK (*Dusp1*) and two RNA-binding proteins that inhibit the expression of cytokines at the post-transcriptional level (*Zfp36* and *Zc3h12a*). 

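*Nfkbid* on chromosome 7 reached 9.36-fold (9.00 to 9.74) at 45 min, *Nr4a1* on chromosome 15 53.0-fold (47.9 to 58.9) and *Dusp1* on chromosome 17 76.6-fold (70.5 to 83.3). *Nfkbiz* on chromosome 16 was at 138-fold (129.6 to 148) at 45 min and 112-fold (105 to 119.5) at 120 min. *Zc3h12a* on chromosome 4, an RNase that degrades cytokine mRNAs, was at 7.72-fold (7.13 to 8.37) at 60 min and 12.9-fold (11.9 to 13.9) at 120 min. All 7 genes rose over the time course, with adjusted p = 0.018 for *Nfkbid*, 0.00571 for *Nfkbiz*, 0.0124 for *Nr4a1*, 0.0139 for *Dusp1* and 0.000194 for *Zc3h12a* from edgeR, besides *Ier3* and *Zfp36*. By the rule for groups, *Nfkbiz* and *Zc3h12a* were in g1 and the other 5 genes in g3, but *Nfkbiz* was in g3 without the 60 min library.
The call of *Nfkbid* ended with a spline of 2 degrees of freedom (0.336) and without the 45, 60, 75, 90 or 120 min library (0.0717 to 0.0852). That of *Nr4a1* ended without 45, 60 or 120 min (0.0557, 0.0572 and 0.0516), that of *Dusp1* without 0, 60 or 120 min (0.0532, 0.0624 and 0.0703), and both with the spike-ins (0.0589 and 0.0811).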

Four out of the seven genes (*Nfkbid*, *Dusp1*, *Zfp36* and *Zc3h12a*) are antagonists of septic shock in LPS-injected mice [33]–[36]. Translational regulation of *Nfkbid*, *Nfkbiz* and *Zc3h12a* was also described in IL1A-stimulated HeLa cells [37], suggesting that translational control observed in macrophages also operates in other cell types.

For many of the translationally up-regulated mRNAs we observe that translation is repressed in resting cells in comparison to a control group of mRNAs with similar ORF length (Figure 6). For *Tnf*, the importance of suppression at the post-transcriptional level was demonstrated by deletion of the ARE in the 3′UTR: Mice lacking the ARE in one *Tnf* allele spontaneously develop chronic inflammatory arthritis and inflammatory bowel disease [38]. In contrast to most other cytokines, *Tnf* shows comparatively high mRNA levels in resting cells (Figure 6D), which explains why suppression at the translational level is crucial. 

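By CPM at 0 min, *Tnf* ranked 5th of the 114 genes of Table S3. Above it were *Mif*, a cytokine of many cell types, at 448 CPM, and the chemokine genes *Ccl9* at 265 CPM, *Cxcl14* at 101 CPM and *Cxcl16* at 92.8 CPM (overlaps *Zmynd15*). *Ccl3*, which encodes MIP-1α, followed at 52.6 CPM. The median of the 114 genes was 0 CPM, since 60 of them had 0 counts. These genes were named for their ranks, after their values were seen.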

The advantage of such an expensive system is that high levels of a labile and translationally repressed mRNA prior to stimulation allow for the immediate induction of protein synthesis.

Several feedback inhibitors show a pattern similar to *Tnf*: The mRNA is already transcribed but translationally repressed in resting cells (Figure 7). Stimulation with LPS relieves translational repression and induces a transient or oscillatory induction of mRNA expression (Figure 6 and S4). 

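*Nr4a1* was back at 1.15-fold (1.00 to 1.32) at 120 min, *Dusp1* was at 27.6-fold (25.4 to 30.0) and *Nfkbid* went from 2.05-fold (1.95 to 2.15) at 75 min to 3.51-fold (3.37 to 3.66) at 120 min. By the rule for groups, 21 of the 137 genes of g3 had a maximum, a minimum and a second maximum. Among them were *Tnf*, *Nfkbia* and *Dusp2*, with the minimum at 60 min, and *Ier3*, *Nfkbid* and *Tnfaip3*, with the minimum at 75 min. *Nr4a1*, *Dusp1* and *Zfp36* had a maximum and a minimum and no significant second maximum. The place of *Nfkbia* in g3 was lost with adjusted p-values, among other settings, and those of *Tnf*, *Dusp2*, *Ier3* and *Nfkbid* with the larger dispersion. That last setting counts a gene's own change over time as spread.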

Several of the translationally up-regulated cytokines and feedback inhibitors also share regulatory elements in their mRNAs: *Tnf*, *Cxcl2*, *Il23a*, *Dusp1*, *Ier3* and *Zfp36* contain known AREs [3], [39]. Indeed, by the analysis of reporter mRNA translation we could show that the ARE of *Ier3* is required for both repression of translation in unstimulated cells and de-repression upon stimulation with LPS (Figure 8). Moreover, the entire group of mRNAs that we identified as actively up-regulated at the level of translation (Figure 4A) has a significantly higher content in predicted AREs than mRNAs whose translation is not regulated (Figure 5B). This group of 59 mRNAs encodes proteins of various functions, which suggests that translational regulation mediated by AREs is involved in multiple processes besides cytokine expression and negative feedback. Notably, ZFP36, an ARE-binding protein that was shown to repress translation of *Tnf* mRNA [6], is part of this group and is therefore induced along with its targets (Figure 6F). During the first hours of the response to LPS, however, ZFP36 is strongly phosphorylated (Figure 6F, right panel) and therefore not active as a translation suppressor [6]. Nevertheless, not all mRNAs with an ARE are translationally up-regulated (Figure 5B). In fact, some cytokines that are well known to bear a strong ARE, such as *Il1b* and *Csf3*, show a decrease in ribosome load after LPS stimulation (Figure 3B and 6B). This might be due to the strong increase in mRNA levels, which is typical for cytokines (Figure 7A), or due to other regulatory mechanisms.

In addition to the ARE, CDE stem-loop motifs accelerate decay of *Tnf* mRNA in both resting and LPS-stimulated macrophages, and are also active in *Nfkbid*, *Nfkbiz* and *Ier3* mRNA [9]. Therefore, it appears that similar post-transcriptional mechanisms mediate the switch from suppression to rapid production of *Tnf* and feedback inhibitors. Interestingly, our data suggest that translational repression of feedback inhibitors in resting macrophages is just as important as inhibition of pro-inflammatory effectors like *Tnf*. Presumably, suppression of feedback inhibitors renders cells susceptible to stimulation. Immediately after stimulation, negative feedback loops are induced through translational de-repression of abundant, pre-existing mRNAs encoding feedback inhibitors, which are important for turning off the inflammatory response. In contrast to these feedback inhibitors, the induction of most cytokines strongly relies on a rapid increase in mRNA levels (Figure 7).

The highly similar expression patterns of *Tnf* and *Ier3* led us to investigate the role of *Ier3* during early macrophage activation. Besides multiple promoter elements, *Tnf* and *Ier3* share several post-transcriptional regulatory elements in their 3′UTRs (Figure 8A). Our analysis revealed that both mRNAs oscillate and are translationally de-repressed in LPS-stimulated macrophages (Figure 6). Taking both mRNA abundance and translation into account, *Ier3* shows the highest correlation with *Tnf* among all genes in our data set.

IER3 was reported to inhibit the production of the pro-inflammatory cytokines CCL2, IL6, CXCL1 and IL1B in macrophages upon TLR2 stimulation [28]. In a mouse model of inflammatory bowel disease, *Ier3* ^−/−^ mice showed an aggravated phenotype with a stronger activation of the NF-κB pathway and increased cytokine production [28]. LPS-stimulated *Ier3* ^−/−^ BMDM, however, did not produce more TNF than wt macrophages (Figure 9A). Inhibitors of NF-κB including NFKBIZ, NR4A1 and IER3 regulate not only cytokine expression but also the susceptibility to apoptosis [30], [40], [41]. Indeed we found that twice as many macrophages die after 2 and 4 h of LPS treatment when *Ier3* is deleted (Figure 9B), demonstrating that *Ier3* protects macrophages from LPS-induced cell death. In our experiments, BMDM became Annexin V-positive and permeable for PI (Figure S7B), which is indicative of necrosis rather than apoptosis.

Macrophage activation involves a complex network of pro- and anti-inflammatory signals, which ensures that inflammation is initiated, but also limited and resolved in due time. On this tightrope walk of immune homeostasis, macrophages not only have to find the right balance between activators of inflammation and negative feedback regulators, but also protect themselves from damage. While post-transcriptional regulation of cytokines has been studied extensively, our work reveals that translational regulation primarily controls feedback inhibitors.

## Materials and Methods

### Cell culture

RAW264.7 cells were cultured in Dulbecco's modified Eagle's medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (FBS, Biochrome), 2 mM L-Glutamine, 100 U/ml penicillin and 0.1 mg/ml streptomycin (all PAN Biotech) at 37°C in a humidified atmosphere with 5% CO_2_. HEK293 cells stably expressing the TLR4 receptor (HEK-Blue mTLR4) were purchased from Invivogen and cultured in DMEM containing 10% FBS, 2 mM L-Glutamine, 100 U/ml penicillin, 0.1 mg/ml streptomycin, 0.1 mg/ml Normocin and 1× HEK-Blue Selection (Invivogen) at 37°C in a humidified atmosphere with 5% CO_2_. To obtain BMDM, tibia and femur of wild type or Ier3^−/−^ mice [29] were flushed with PBS. Bone-marrow cells were frozen at −80°C in FBS with 10% DMSO at a density of 1.6×10^7^ cells/ml and stored in liquid nitrogen. For differentiation of BMDM, bone-marrow cells were cultured in DMEM with 10% FBS, 2 mM L-Glutamine, 100 U/ml penicillin, 0.1 mg/ml streptomycin, 55 µM β-mercaptoethanol, 18 mM HEPES and 30% conditioned medium of L929 cells. BMDM were stained with APC anti-mouse/human ITGAM (CD11b; BLD-101211) and Alexa Fluor(R) 488 anti-mouse EMR1 (F4/80; BLD-123119) to assess differentiation by flow cytometry.

### Polysome fractionation and RNA purification

RAW264.7 macrophages or BMDM were stimulated with 100 ng/ml LPS (E. coli O111:B4, Sigma L2630) for 1 h. Ribosomes were stalled by addition of 100 µg/ml cycloheximide (CHX) for 5 min, and cells were lysed in Polysome lysis buffer (15 mM Tris-HCl pH 7.4, 15 mM MgCl_2_, 300 mM NaCl, 1% Triton-X-100, 0.1% β-mercaptoethanol, 200 U/ml RNAsin (Promega), 1 complete Mini Protease Inhibitor Tablet (Roche) per 10 ml). Nuclei were removed by centrifugation (9300× g, 4°C, 10 min) and the cytoplasmic lysate was loaded onto a sucrose density gradient (17.5–50% in 15 mM Tris-HCl pH 7.4, 15 mM MgCl_2_, 300 mM NaCl and, for fractionation from BMDM, 200 U/ml Recombinant RNAsin Ribonuclease Inhibitor, Promega). After ultracentrifugation (2.5 h, 35 000 rpm at 4°C in a SW60Ti rotor), gradients were eluted with a Teledyne Isco Foxy Jr. system into 16 fractions of similar volume. A rabbit *HBB2 in vitro* transcript was added to each fraction as a spike-in control and RNA was purified by phenol chloroform extraction. To assess RNA quality and equal purification efficiency across all fractions, the *HBB2 in vitro* transcript and endogenous *Ncl* mRNA were detected by Northern blotting.

### [^35^S]-methionine/cysteine incorporation

1.5×10^6^ RAW cells per 6 well plate were seeded 8–12 h before experiments in DMEM supplemented with 10% dialyzed FBS (PAA Laboratories), 2 mM L-Glutamine, 100 U/ml penicillin, and 0.1 mg/ml streptomycin (all PAN Biotech). Before treatment, cells were cultured in methionine- and cysteine-free medium for 1 h. Cells were treated with 100 ng/ml LPS for 1 h, and for the last 30 minutes of the treatment, 11 µCi of [^35^S]-labeled methionine and cysteine (EasyTag; PerkinElmer) was added to each well. Cells were then washed with 1× PBS, collected, and solubilized in 150 µl of lysis buffer containing 15 mM Tris, pH 7.4, 15 mM MgCl_2_, 300 mM NaCl, and 1% Triton-X-100. After centrifugation at 7800× g for 3 min, proteins were precipitated out of the supernatant by spotting 20 µl of each lysate onto Whatman paper and soaking in 5% trichloroacetic acid followed by acetone. Incorporation of ^35^S was measured in 4 ml of Ultima Gold F (PerkinElmer) using a scintillation counter (LS 6000IC; Beckman Coulter, Brea, CA). For normalization, the total protein concentration of each sample was determined using the bicinchoninic acid protein assay reagent kit (Sigma-Aldrich).

### Microarray analysis

Cytoplasmic RNA and RNA from polysome fractions was quantified with GeneChip Mouse Gene 1.0 ST Arrays. Labeling, hybridization and scanning were performed by the GeneCore Genomics Core Facility at EMBL, Heidelberg. Random primers were used for cDNA synthesis with the Ambion WT Expression Kit to avoid any bias due to poly(A) tail length. Labeling was performed with the Affymetrix GeneChip WT Terminal Labeling Kit. Probe sequences of all perfect match probes were retrieved using the Bioconductor [42] package oligo (version 1.22.0) [43]. Probes were mapped to the mouse RefSeq transcriptome as downloaded from the UCSC Genome Browser mm10 refGene table on February 5, 2013. Probes with perfect complementarity to transcripts of more than one gene (as defined by a common gene symbol) were excluded. For mapping and further processing of probe information, the R packages seqinr [44] and Biostrings [45] were used together with in-house developed Perl scripts. Expression values were quantile normalized and summarized at the gene level with the basicRMA() function of the Bioconductor package oligo and the target gene symbols as probe set names. The different pools (cytoplasmic, free, 40S-associated, light and heavy) were pre-processed as separate groups (6 samples per group), because their signal distributions might differ due to biological and not technical reasons and therefore should not be quantile normalized together. To obtain the proportion of each mRNA in a specific pool, we had to take into account how much of each pool was used for quantification. After pre-processing, the signals were corrected for the different average proportions of each pool that were used for cDNA synthesis. For example, on average 14.2% (volume) of the free RNA pool (F, control condition) was used for cDNA synthesis, but only 0.4% of the heavy polysome pool (H, control condition). The corrected signal of an individual mRNA in a specific pool was then divided by the sum of its signal in all four pools. Only protein-coding genes with at least four specific probes and well detectable expression values in the cytoplasmic samples of treated and untreated cells were included into our analysis. Pre-processed expression values and the distribution over the four pools are represented in Dataset S1.

### Definition of the group “feedback inhibitors”

Post-transcriptional inhibitors of cytokine expression and genes involved in negative feedback loops of the TLR4 response and NF-κB signaling in general were collected based on recent reviews and a PubMed search with the following terms: “TLR4” AND “negative feedback”, “LPS” AND “negative feedback”, “NF-kappaB” AND “negative feedback” and “p38” AND “negative feedback”. PubMed IDs of all sources are listed for each gene in Supplemental Table S4.

### Quantitative real-time PCR

For RT-qPCR, mRNA was reverse transcribed with random hexamer primers. Primer efficiencies were obtained from dilution curves, and a *HBB2* (rabbit β-globin) *in vitro* transcript was used for normalization in each pool of polysome fractions. The following primers (forward/reverse) were used: *HBB2* (gaaggctcatggcaagaagg/atgatgagacagcacaataaccag), *C3ar1* (tctcagtgtgcttgactgagccat/agaccaagaatgaccatggaggca), *Cpd* (tgacgtggaaggtggtatgcaaga/tcttgtcgaagctgagaagcaggt), *Csf2* (gcatgtagaggccatcaaaga/cgggtctgcacacatgtta), *Cxcl2* (aaagtttgccttgaccctgaagcc/tctttggttcttccgttgagggac), *Icosl* (tgaacttacagaccacgcctgaca/tccatcacagcccataagcagaca), *Ier3* (gagcgggccgtggtgtc/cttggcaatgttgggttcctc), *Il15ra* (agctggaacatccaccctgattga/tgtcactactgttggcactggact), *Map3k8* (aagaatggcgtgcaaactgatccc/aggacggcaccatataactcagca), *Ncl* (agggggcagaaattgatggacgat/tgggttctggggcactttg), *Nfkb1* (atgatccctacggaactgggcaaa/tgggccatctgttgacagtggtat), *Nfkbid* (atattcgtgaacataaaggcaaga/tcagtggcgttaggctctg), *Nfkbiz* (caggtgaacaccacggatt/ctcacagctcccttctggat), *Nr4a1* (tgcacagcttgggtgttgatgttc/agcaatgcgattctgcagctcttc), *Pif1* (tgactcccgagtgctgcatttcta/aggtcagaggtttgggtccatgtt), *Plk3* (ggctggcagctcgattag/gttgggagtgccacagatg), *Tk1* (tctccacacatgatcggaacacca/cagcgctgccacaattactgtctt), *Tnf* (tgcctatgtctcagcctcttc/gaggccatttgggaacttct), *Zc3h12a* (tgtgcctatcacagaccagcacat/tgaagcggtcatcatagcacacca), *Zfand2a* (tcaccctgggaggaacagaaacaa/ctgtgctgaatgcagaagttgcca) and *Zfp36* (tctcttcaccaaggccattc/atcgactggaggctctcg).

### RNASeq and data analysis

For quantification of RNA by RNASeq, RNA was purified with the EURx GeneMATRIX universal RNA purification kit, including a DNase on-column digestion. RNA libraries were prepared for sequencing using the NEBNext Ultra Directional RNA Library Prep Kit after ribosomal RNA was removed with the Ribo-Zero Magnetic Kit (Epicentre). Library preparation and sequencing was performed by the CellNetworks Deep Sequencing Core Facility at the University of Heidelberg. As spike-in controls, *in vitro* transcripts (rabbit *HBB2* and firefly luciferase) were added at a concentration of 0.4 fmol per 1 µg RNA. Reads were mapped to the mouse RefSeq transcriptome as downloaded from the UCSC Genome Browser mm10 refGene table on February 5, 2013. The sequences of the *in vitro* transcripts were included in the index. For mapping, Bowtie [46] was used allowing a maximum of two mismatches and reporting all alignments in the best stratum (settings: -a –best –stratum –v 2). With an in-house developed Perl script, read counts were summarized at the gene level discarding all reads that map to transcript isoforms of more than one gene (as defined by a common gene symbol). To calculate fold changes relative to the control condition, library size factors were estimated with the DESeq package [47].

Expression patterns were obtained as follows: A maximum was defined as a time point with a significant increase compared to the last significant minimum (or the control). Unless the maximum is the last time point, it has to be followed by time points with a smaller or not significant fold change compared to the last significant minimum (or the control), until the end of the time course or the next significant minimum is reached. A minimum was defined in an analogous way. Significance was defined as a log_2_-transformed fold change of >0.5 for maxima or <0.5 for minima and a p-value of <0.05 (see Statistical Procedures). The group g0 contains all mRNAs without any significant changes compared to the control. G1 mRNAs have the first maximum at or after 1 h of stimulation, and no minimum before the first maximum. G2 mRNAs have the first minimum at or after 1 h of stimulation, and no maximum before the first minimum. G3 mRNAs have the first maximum before 1 h of stimulation and the first minimum at or after 1 h of stimulation. G4 mRNAs have their first minimum before 1 h of stimulation and the first maximum at or after 1 h of stimulation.

Rpkm values were calculated with the following equation:
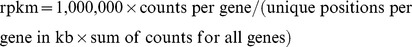

The number of 58-mers (the read length) that are unique to the transcript isoforms of one gene was obtained with an in-house developed Perl script. Read counts and the number of unique 58-mers are represented in Dataset S2.

### Plasmid construction

For plasmid MXp-GFβ (p3113), the MMLV promoter was amplified by PCR from MXh-GFP-control [48] with primers G2670/G2671 and ligated as a BamHI/KpnI fragment into the BglII/KpnI sites of pCI-puro [49]. In a second step, a GFP/β-globin fusion reporter gene was amplified with primers G2677/G2678 from pcDNA3-GFβ (p2732) [9] and ligated into the MluI/NotI sites of the first cloning product, thereby introducing an XhoI site between the MMLV promoter and GFP. For MXp-FLB (p3249, construct a in Figure 8B), GFP/β-globin was replaced with a Firefly Luciferase/β-globin fusion reporter gene, which was PCR amplified from pFLB (p2524) [50] using primers G3093/G3094 and cloned into the XhoI/EcoRI sites of MXp-GFβ (p3113). MXp-FLB-Ier3-3′UTR (p3324, construct b in Figure 8B) contains ClaI/SpeI sites that had been introduced into the BglII site at the beginning of the β-globin 3′UTR by annealing oligos G2432/G2433. These ClaI/SpeI sites were used to insert the murine *Ier3* 3′UTR after amplification by PCR with primers G2632/G2633, placing it between the β-globin ORF and the β-globin 3′UTR. To obtain MXp-FLB-Ier3-3′UTR-ΔARE (p3325) lacking the ARE (construct c in Figure 8B), the regions upstream and downstream of the ARE were amplified with primers G2632/G2680 and G2633/G2679, respectively. These two PCR products were annealed, amplified with primers G2632/G2633 and ligated into the ClaI/SpeI sites of MXp-FLB-Ier3-3′UTR (p3324).

The following primers were used:

G2670 (agtggatcccatatgggcccttccgtttc), G2671 (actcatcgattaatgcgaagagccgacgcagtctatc), G2677 (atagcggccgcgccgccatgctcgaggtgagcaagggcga), G2678 (aatacgcgttccttccgagtgagag), G3093 (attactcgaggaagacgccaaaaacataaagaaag), G3094 (ctgaggagtgaattctttgcca), G2432 (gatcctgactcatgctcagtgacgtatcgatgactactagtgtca), G2433 (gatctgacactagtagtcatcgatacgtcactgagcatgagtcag), G2632 (tgatcgataacgcgatgggtca), G2633 (gacactagtgacaggcaaatcaa), G2680 (accgaccgacacggagaaagtct), G2679 (tccgtgtcgggtcggtaagacag).

### Luciferase assay

HEK-Blue mTLR4 cells were transiently co-transfected with the MXp-FLB Firefly Luciferase Reporters and a Renilla Luciferase expressing plasmid (pCIneo-RL, p2443, [51]), and split into two wells 24 h after transfection. The cells in one well were treated with LPS (100 ng/ml, 1 h) 48 h after transfection. Cells were lysed in 300 µl of passive lysis buffer (dual-luciferase reporter assay system; Promega) per well of a 6-well dish and incubated at room temperature for 20 min. Nuclei were removed by centrifugation for 1 min at 17 000× g. 20 µl of the supernatant was mixed with 50 µl of substrate from the dual-luciferase reporter assay system, diluted 1∶3. Firefly and Renilla luciferase activities were measured on a Fluostar Optima (BMG Labtech) plate reader. In parallel, RNA was extracted and subjected to Northern blot analysis to determine the FLB reporter mRNA levels. Translation efficiency was calculated by first dividing the Firefly by the Renilla luciferase activity. This value was then normalized to the relative FLB reporter mRNA level.

### Cytokine measurement

Supernatant of stimulated BMDM was collected and stored at −80°C. Cytokine concentrations were measured with the Basic Kit mouse FlowCytomix (eBioscience) in conjunction with the mouse IL1A (BMS8611FF), IL1B (BMS8602FF), CCL4 (BMS86014FF) and the TNF (BMS860712FF) FlowCytomix Kits.

### Western blot analysis

For detection of proteins by Western blotting, cells were lysed in sample buffer (50 mM HEPES pH 7.4, 2% SDS, 10% Glycerol, 100 mM DTT). After separation on a SDS/5–20% polyacrylamide gradient gel and transfer to a 0.2 µm pore size nitrocellulose membrane (Peqlab), membranes were blocked in PBS containing 0.1% sodium azide and 5% bovine serum albumin (for IER3) or milk powder. Proteins were detected with the following antibodies diluted in PBS: ZFP36 (Carp3, abcam, ab36558-200), IER3 (Santa Cruz, sc-8454) and EIF3B (Santa Cruz, sc-16377), as well as HRP-coupled anti-goat (Santa Cruz, sc-2020) or anti-rabbit (Jackson ImmunoResearch, 711-036-152) antibody. Between the antibody incubation steps, membranes were washed in 150 mM NaCl, 50 mM Tris-HCl (pH 7.5 at 25°C), 1% Tween-20. As a luminol reagent, Western Lightning Plus-ECL Enhanced Luminol Reagent (Perkin Elmer) was used.

### Northern blot analysis

RNA was resolved by 1.2% agarose-2% formaldehyde-MOPS (morpholinepropanesulfonic acid) gel electrophoresis and blotted overnight with 8× SSC (1× SSC is 0.15 M NaCl, 0.015 M sodium citrate) onto Hybond-N+ Nylon membranes (Amersham, GE). Membranes were hybridized overnight with digoxigenin-labeled RNA probes at 55°C and washed twice with 2× SSC/0.1% SDS for 5 min and twice with 0.5× SSC/0.1% SDS for 20 min at 65°C. Alkaline phosphatase-labeled anti-DIG Fab fragments and CDP-Star substrate (both Roche) were used for detection according to the manufacturer's instructions. Templates for *in vitro* transcription of RNA probes with SP6 polymerase were obtained by PCR from cDNA of cells expressing rabbit *HBB2* (β-globin), human *Ncl* and human *Rps7* with the following primer pairs: *HBB2* (gtgcatctgtccagtg/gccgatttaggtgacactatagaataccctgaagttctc), *Ncl* (ttacaaagtcactcaggatg/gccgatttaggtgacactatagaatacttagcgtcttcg), *Rps7* (ggtggtcggaaagctatc/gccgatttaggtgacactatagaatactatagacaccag).

### Cell death analysis

Following 10 days of differentiation, BMDM were detached with non-enzymatic cell dissociation solution (SIGMA) and seeded at a density of 1.6×10^5^ cells per 12-well. After stimulation with 100 ng/ml LPS (E. coli O111:B4, Sigma L2630), cells were again detached with non-enzymatic cell dissociation solution and pelleted by centrifugation (150× g, 3 min). Cells were washed once in cold flow cytometry buffer (PBS with 0.2% FBS and 0.5 mM EDTA) and stained in 100 µl Annexin V Binding Buffer with 5 µl Alexa Fluor 647 Annexin V (BioLegend) and 5 µg/ml propdidium iodide for 15 min at room temperature. Flow cytometry measurements were performed with a BD FACSCanto II flow cytometer of the Flow Cytometry Core Facility at ZMBH, Heidelberg.

### Statistical procedures

For most statistical methods, R was used. Pearson's product moment correlation coefficients and Spearman's rank correlation coefficients were calculated with the R function cor.test(). Wilcoxon rank sum tests were performed with the function wilcox.test(). The hypergeometric p-value for enrichment was determined with phyper(). To test for differences in cell death or normalized Luciferase activity, two-sided unpaired t-tests were performed assuming equal variance. Differences in read counts of RNASeq samples were tested with the Bioconductor package DESeq [47]. DESeq estimates the dispersion that exists between biological replicates in addition to the sampling error and uses the negative binomial distribution to account for the additional variance. With the DESeq function estimateDispersions(X, method = “blind”, sharingMode = “fit-only”), we estimated the dispersion by treating the eight different samples of the LPS time course like biological replicates, assuming that the majority of genes does not change in expression. Hence, variance is rather over- than underestimated.

## Supporting Information

Figure S1 Incorporation of [^35^S]-methionine/cysteine in LPS-stimulated RAW264.7 macrophages. Protein synthesis was quantified by measuring incorporation of [^35^S]-methionine/cysteine, which was added to the culture medium 30 min after stimulation with LPS. Incorporation was measured 1 h after stimulation. Bars represent mean counts per minute (cpm) normalized to the total amount of protein (± SD, n = 3).
(JPG) Click here for additional data file.

Figure S2 Confirmation of microarray results by qPCR and in BMDM. RAW264.7 macrophages or BMDM were stimulated with LPS for 1 h and mRNA was separated according to its ribosome load by sucrose density gradient centrifugation. A rabbit β-globin (*HBB2*) *in vitro* transcript was used for normalization of qPCR results in each pool. For 20 selected mRNAs, mean association with the heavy (H) fraction ± SD was determined in RAW264.7 macrophages by microarray analysis (n = 3) or qPCR (n = 4), and in BMDM by qPCR (n = 2).
(JPG) Click here for additional data file.

Figure S3 Polysome fractionation from BMDM. (A) Representative polysome profiles obtained by sucrose density gradient centrifugation from BMDM before and after stimulation with LPS (100 ng/ml) for 1 h. (B) Quality and distribution of RNA purified from 11 fractions after sucrose density gradient centrifugation. *In vitro* transcribed rabbit *HBB2* RNA was added as a spike-in control for equal purification efficiency; EtBr, ethidium bromide; NB, Northern blot. RNA fractions were pooled as indicated and quantified with qPCR.
(JPG) Click here for additional data file.

Figure S4 Translation of selected group 3 mRNAs. (A) Relative mRNA levels are shown for 8 g3 mRNAs whose translation is either up-regulated (orange) or unaffected/down-regulated (grey) by LPS stimulation for 1 h in RAW264.7 macrophages. (B) Association of four translationally up-regulated g3 mRNAs with the free (F), 40S-bound (S), light (L) and heavy (H) pools after polysome fractionation. Control groups as defined for Figure 6 show that translation is de-repressed by LPS treatment. (C) The same analysis was performed for four translationally unaffected or down-regulated g3 mRNAs.
(JPG) Click here for additional data file.

Figure S5 Relation between ORF length and ribosome load. The box plot shows the H/L ratio for groups of mRNAs with similar ORF lengths, before and 1 h after stimulation of RAW264.7 macrophages with LPS. For each gene, the mRNA isoform with the longest ORF was used.
(JPG) Click here for additional data file.

Figure S6 Standard curves of cytokines quantified with the FlowCytomix Simplex Kit. Recombinant mouse TNF, IL1A, IL1B and CCL4 were diluted as indicated and assayed with the respective mouse FlowCytomix Simplex Kits.
(JPG) Click here for additional data file.

Figure S7 Differentiation and cell death of wild type (wt) and Ier3 knockout BMDM. (A) Mouse bone-marrow cells were differentiated for 10 days in the presence of 30% L929 supernatant. Expression of the differentiation markers EMR1 (F4/80; Alexa488 signal) and ITGAM (Cd11b; APC signal) was measured by flow cytometry. (B) After differentiation of mouse bone-marrow cells for 10 days in the presence of 30% L929 supernatant, cell death was measured by propidium iodide (PI) and Annexin V staining, before and 4 h after treatment with LPS (100 ng/ml).
(JPG) Click here for additional data file.

Table S1 Translationally up-regulated mRNAs in 1 h LPS-stimulated RAW264.7 macrophages. The list shows all 90 mRNAs identified as translationally up-regulated by microarray analysis of polysome fractions from 1 h LPS-stimulated RAW264.7 macrophages, together with the orthogonal distance (d) from the regression line in Figure 3 as a measure of their change in polysome association, and their expression pattern as determined by RNASeq in Figure 4.
(PDF) Click here for additional data file.

Table S2 Translationally down-regulated mRNAs in 1 h LPS-stimulated RAW264.7 macrophages. The list shows all 129 mRNAs identified as translationally down-regulated by microarray analysis of polysome fractions from 1 h LPS-stimulated RAW264.7 macrophages, together with the orthogonal distance (d) from the regression line in Figure 3 as a measure of their change in polysome association, and their expression pattern as determined by RNASeq in Figure 4.
(PDF) Click here for additional data file.

Table S3 Cytokines and their expression features in 1 h LPS-stimulated RAW264.7 macrophages. mRNAs encoding cytokines (including chemokines) are listed, together with the orthogonal distance (d) from the regression line in Figure 3 as a measure of their change in polysome association, and their expression pattern as determined by RNASeq in Figure 4.
(PDF) Click here for additional data file.

Table S4 Feedback inhibitors and their expression features in 1 h LPS-stimulated RAW264.7 macrophages. mRNAs encoding feedback inhibitors of the TLR4 response are listed, together with the orthogonal distance (d) from the regression line in Figure 3 as a measure of their change in polysome association, and their expression pattern as determined by RNASeq in Figure 4. The list of feedback inhibitors was assembled by a systematic literature search.
(PDF) Click here for additional data file.

Dataset S1 Polysome association in 1 h LPS-stimulated RAW264.7 macrophages. Association of RNA with polysomes was measured by microarray analysis from polysome fractions of three biological replicates. For each protein-coding gene, pre-processed signal intensities (log_2_), calculated association with each pool of polysome fractions (F: free, S: 40S, L: light, H: heavy), the orthogonal distance from the regression line as a measure for individual regulation beyond the general trend (Fig. 3B) and the maximum ORF length are listed.
(XLSX) Click here for additional data file.

Dataset S2 RNA expression patterns quantified by RNASeq in LPS-stimulated RAW264.7 macrophages. Expression of RNA was measured by RNASeq at a high temporal resolution during the first 2 h of stimulation with LPS (n = 1). For each gene, the raw read count, the expression pattern group (Fig. 4) and the number of unique 58-mers (as used for rpkm calculations) are listed.
(XLSX) Click here for additional data file.

# Supplementary material for: Translational Regulation of Specific mRNAs Controls Feedback Inhibition and Survival during Macrophage Activation
**Source:** PLoS Genet. 2014 Jun 19;10(6):e1004368. doi: 10.1371/journal.pgen.1004368
**Supplement:** Table S3 — Cytokines and their expression features in 1 h LPS-stimulated RAW264.7 macrophages. mRNAs encoding cytokines (including chemokines) are listed, together with the orthogonal distance (d) from the regression line in Figure 3 as a measure of their change in polysome association, and their expression pattern as determined by RNASeq in Figure 4.

**Table S3.** Cytokines and their expression features in 1 h LPS-stimulated RAW264.7 macrophages.

| Symbol        | Name                                                 | Change of translation (d) | mRNA group* |
|---------------|------------------------------------------------------|---------------------------|-------------|
| <i>Ccl1</i>   | chemokine (C-C motif) ligand 1                       | -0.12                     | 0           |
| <i>Ccl11</i>  | chemokine (C-C motif) ligand 11                      | -0.04                     | 0           |
| <i>Ccl12</i>  | chemokine (C-C motif) ligand 12                      | n.d.                      | n.d.        |
| <i>Ccl17</i>  | chemokine (C-C motif) ligand 17                      | -0.2                      | 0           |
| <i>Ccl19</i>  | chemokine (C-C motif) ligand 19                      | -0.23                     | 0           |
| <i>Ccl2</i>   | chemokine (C-C motif) ligand 2                       | -0.43                     | 1           |
| <i>Ccl20</i>  | chemokine (C-C motif) ligand 20                      | 0                         | 1           |
| <i>Ccl22</i>  | chemokine (C-C motif) ligand 22                      | -0.19                     | 1           |
| <i>Ccl24</i>  | chemokine (C-C motif) ligand 24                      | -0.22                     | 0           |
| <i>Ccl25</i>  | chemokine (C-C motif) ligand 25                      | 0.09                      | 0           |
| <i>Ccl26</i>  | chemokine (C-C motif) ligand 26                      | n.d.                      | n.d.        |
| <i>Ccl27a</i> | chemokine (C-C motif) ligand 27A                     | -0.11                     | 0           |
| <i>Ccl28</i>  | chemokine (C-C motif) ligand 28                      | n.d.                      | n.d.        |
| <i>Ccl3</i>   | chemokine (C-C motif) ligand 3                       | 0.32                      | 1           |
| <i>Ccl4</i>   | chemokine (C-C motif) ligand 4                       | 0.63                      | 1           |
| <i>Ccl5</i>   | chemokine (C-C motif) ligand 5                       | -0.34                     | 1           |
| <i>Ccl6</i>   | chemokine (C-C motif) ligand 6                       | -0.04                     | 0           |
| <i>Ccl7</i>   | chemokine (C-C motif) ligand 7                       | -0.14                     | 1           |
| <i>Ccl8</i>   | chemokine (C-C motif) ligand 8                       | n.d.                      | n.d.        |
| <i>Ccl9</i>   | chemokine (C-C motif) ligand 9                       | 0.01                      | 1           |
| <i>Cd40lg</i> | CD40 ligand                                          | n.d.                      | n.d.        |
| <i>Cd70</i>   | CD70 antigen                                         | n.d.                      | n.d.        |
| <i>Csf1</i>   | colony stimulating factor 1 (macrophage)             | -0.57                     | 1           |
| <i>Csf2</i>   | colony stimulating factor 2 (granulocyte-macrophage) | -0.19                     | 1           |
| <i>Csf3</i>   | colony stimulating factor 3 (granulocyte)            | -0.71                     | 1           |
| <i>Cxcl1</i>  | chemokine (C-X-C motif) ligand 1                     | 0.07                      | 1           |
| <i>Cxcl10</i> | chemokine (C-X-C motif) ligand 10                    | 0.12                      | 1           |
| <i>Cxcl11</i> | chemokine (C-X-C motif) ligand 11                    | -0.02                     | 1           |
| <i>Cxcl12</i> | chemokine (C-X-C motif) ligand 12                    | 0.02                      | 0           |
| <i>Cxcl13</i> | chemokine (C-X-C motif) ligand 13                    | n.d.                      | n.d.        |
| <i>Cxcl14</i> | chemokine (C-X-C motif) ligand 14                    | 0.27                      | 0           |
| <i>Cxcl15</i> | chemokine (C-X-C motif) ligand 15                    | n.d.                      | n.d.        |
| <i>Cxcl16</i> | chemokine (C-X-C motif) ligand 16                    | n.d.                      | n.d.        |
| <i>Cxcl17</i> | chemokine (C-X-C motif) ligand 17                    | -0.09                     | 0           |
| <i>Cxcl2</i>  | chemokine (C-X-C motif) ligand 2                     | 0.73                      | 1           |
| <i>Cxcl3</i>  | chemokine (C-X-C motif) ligand 3                     | 0.08                      | 1           |
| <i>Cxcl5</i>  | chemokine (C-X-C motif) ligand 5                     | n.d.                      | n.d.        |
| <i>Cxcl9</i>  | chemokine (C-X-C motif) ligand 9                     | n.d.                      | n.d.        |
| <i>Fasl</i>   | Fas ligand (TNF superfamily, member 6)               | n.d.                      | n.d.        |
| <i>Ifna1</i>  | interferon alpha 1                                   | 0.25                      | 0           |
| <i>Ifna11</i> | interferon alpha 11                                  | n.d.                      | n.d.        |
| <i>Ifna12</i> | interferon alpha 12                                  | n.d.                      | n.d.        |
| <i>Ifna13</i> | interferon alpha 13                                  | n.d.                      | n.d.        |
| <i>Ifna14</i> | interferon, alpha 14                                 | -0.17                     | 0           |
| <i>Ifna2</i>  | interferon alpha 2                                   | -0.14                     | 0           |
| <i>Ifna4</i>  | interferon alpha 4                                   | n.d.                      | n.d.        |

|                      |                                                             |             |          |
|----------------------|-------------------------------------------------------------|-------------|----------|
| <i>Lta</i>           | lymphotoxin A                                               | -0.14       | 1        |
| <i>Ltb</i>           | lymphotoxin B                                               | 0.04        | 0        |
| <i>Mif</i>           | macrophage migration inhibitory factor                      | 0.2         | 0        |
| <i>Osm</i>           | oncostatin M                                                | 0.31        | 1        |
| <i>Tgfb1</i>         | transforming growth factor, beta 1                          | -0.1        | 1        |
| <i>Tgfb2</i>         | transforming growth factor, beta 2                          | n.d.        | n.d.     |
| <i>Tgfb3</i>         | transforming growth factor, beta 3                          | n.d.        | n.d.     |
| <b><i>Tnf</i></b>    | <b>tumor necrosis factor</b>                                | <b>0.76</b> | <b>3</b> |
| <i>Tnfsf10</i>       | tumor necrosis factor (ligand) superfamily, member 10       | n.d.        | n.d.     |
| <i>Tnfsf11</i>       | tumor necrosis factor (ligand) superfamily, member 11       | -0.1        | 0        |
| <i>Tnfsf12</i>       | tumor necrosis factor (ligand) superfamily, member 12       | n.d.        | n.d.     |
| <i>Tnfsf13</i>       | tumor necrosis factor (ligand) superfamily, member 13       | n.d.        | n.d.     |
| <i>Tnfsf13b</i>      | tumor necrosis factor (ligand) superfamily, member 13b      | 0.26        | 0        |
| <i>Tnfsf14</i>       | tumor necrosis factor (ligand) superfamily, member 14       | -0.02       | 0        |
| <i>Tnfsf15</i>       | tumor necrosis factor (ligand) superfamily, member 15       | -0.28       | 0        |
| <i>Tnfsf18</i>       | tumor necrosis factor (ligand) superfamily, member 18       | n.d.        | n.d.     |
| <i>Tnfsf4</i>        | tumor necrosis factor (ligand) superfamily, member 4        | n.d.        | n.d.     |
| <i>Tnfsf8</i>        | tumor necrosis factor (ligand) superfamily, member 8        | n.d.        | n.d.     |
| <b><i>Tnfsf9</i></b> | <b>tumor necrosis factor (ligand) superfamily, member 9</b> | <b>0.51</b> | <b>1</b> |

\* Group 0, all mRNAs with no significant change in expression levels during 2h stimulation of RAW264.7 macrophages with LPS; Group 1, mRNAs with a significant maximum at or after 1h; Group 2, mRNAs with a significant minimum at or after 1h; Group 3, mRNAs with a significant maximum before 1h; Group 4, mRNAs with a significant minimum before 1h.

Translationally up-regulated mRNAs are shaded in orange, translationally down-regulated mRNAs in blue.

# Supplementary material for: Translational Regulation of Specific mRNAs Controls Feedback Inhibition and Survival during Macrophage Activation
**Source:** PLoS Genet. 2014 Jun 19;10(6):e1004368. doi: 10.1371/journal.pgen.1004368
**Supplement:** Table S4 — Feedback inhibitors and their expression features in 1 h LPS-stimulated RAW264.7 macrophages. mRNAs encoding feedback inhibitors of the TLR4 response are listed, together with the orthogonal distance (d) from the regression line in Figure 3 as a measure of their change in polysome association, and their expression pattern as determined by RNASeq in Figure 4. The list of feedback inhibitors was assembled by a systematic literature search.

**Table S4 Feedback inhibitors and their expression features in 1 h LPS-stimulated RAW264.7 macrophages**

| Symbol  | Name                                                                                  | Change of translation (d) | mRNA group* | PMID     |
|---------|---------------------------------------------------------------------------------------|---------------------------|-------------|----------|
| Atf3    | activating transcription factor 3                                                     | -0.27                     | 3           | 19478204 |
| Cd180   | CD180 antigen                                                                         | -0.08                     | 0           | 19478204 |
| Cdkn1a  | cyclin-dependent kinase inhibitor 1A (P21)                                            | 0.47                      | 1           | 19478204 |
| Celf1   | CUGBP, Elav-like family member 1                                                      | -0.16                     | 1           | 21956941 |
| Cited2  | Cbp/p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 2     | 0.1                       | 1           | 21098220 |
| Commd1  | COMM domain containing 1                                                              | 0.48                      | 0           | 19233657 |
| Cul2    | cullin 2                                                                              | -0.25                     | 0           | 21772279 |
| Cyld    | cylindromatosis (turban tumor syndrome)                                               | 0.24                      | 0           | 19233657 |
| Dusp1   | dual specificity phosphatase 1                                                        | 0.68                      | 3           | 22330073 |
| Exosc9  | exosome component 9                                                                   | -0.15                     | 0           | 21956941 |
| Fbxw7   | F-box and WD-40 domain protein 7                                                      | 0.04                      | 0           | 23575666 |
| Hnrnpd  | heterogeneous nuclear ribonucleoprotein D                                             | -0.14                     | 1           | 21956941 |
| Ier3    | immediate early response 3                                                            | 0.97                      | 3           | 19233657 |
| Il1rl1  | interleukin 1 receptor-like 1                                                         | 0.08                      | 0           | 19233657 |
| Irak3   | interleukin-1 receptor-associated kinase 3                                            | -0.3                      | 1           | 19233657 |
| Itch    | itchy, E3 ubiquitin protein ligase                                                    | -0.04                     | 0           | 19233657 |
| Khsrp   | KH-type splicing regulatory protein                                                   | -0.49                     | 0           | 21956941 |
| Nfkbia  | nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, alpha   | -0.21                     | 3           | 19233657 |
| Nfkbib  | nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, beta    | -0.19                     | 1           | 19233657 |
| Nfkbid  | nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, delta   | 1.62                      | 3           | 19233657 |
| Nfkbie  | nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, epsilon | 0                         | 1           | 21772279 |
| Nfkbiz  | nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, zeta    | 1.56                      | 1           | 19233657 |
| Nr4a1   | nuclear receptor subfamily 4, group A, member 1                                       | 1.52                      | 3           | 19325155 |
| Otud7b  | OTU domain containing 7B                                                              | -0.22                     | 0           | 19233657 |
| Pdlim2  | PDZ and LIM domain 2                                                                  | 0.06                      | 2           | 19233657 |
| Pdpk1   | 3-phosphoinositide dependent protein kinase 1                                         | -0.09                     | 0           | 20584979 |
| Pecam1  | platelet/endothelial cell adhesion molecule 1                                         | n,d,                      | n,d,        | 18025177 |
| Pias1   | protein inhibitor of activated STAT 1                                                 | -0.06                     | 0           | 21772279 |
| Pias4   | protein inhibitor of activated STAT 4                                                 | -0.03                     | 0           | 21772279 |
| Ppp1ca  | protein phosphatase 1, catalytic subunit, alpha isoform                               | 0.26                      | 0           | 19233657 |
| Rc3h1   | RING CCCH (C3H) domains 1                                                             | 0.33                      | 1           | 23663784 |
| Rc3h2   | ring finger and CCCH-type zinc finger domains 2                                       | 0                         | 1           | 23663784 |
| Sarm1   | sterile alpha and HEAT/Armadillo motif containing 1                                   | -0.16                     | 0           | 21772279 |
| Setd7   | SET domain containing (lysine methyltransferase) 7                                    | 0                         | 0           | 21772279 |
| Sigirr  | single immunoglobulin and toll-interleukin 1 receptor (TIR) domain                    | 0.13                      | 0           | 19233657 |
| Slc39a8 | solute carrier family 39 (metal ion transporter), member 8                            | 0.12                      | 0           | 23403290 |
| Socs1   | suppressor of cytokine signaling 1                                                    | -0.07                     | 1           | 19233657 |
| Socs3   | suppressor of cytokine signaling 3                                                    | 0.03                      | 1           | 19233657 |
| Tax1bp1 | Tax1 (human T cell leukemia virus type I) binding protein 1                           | -0.09                     | 0           | 19233657 |
| Tnfaip3 | tumor necrosis factor, alpha-induced protein 3                                        | -0.13                     | 3           | 19233657 |
| Tnip1   | TNFAIP3 interacting protein 1                                                         | -0.41                     | 1           | 19233657 |
| Tnip2   | TNFAIP3 interacting protein 2                                                         | 0.11                      | 0           | 21772279 |
| Tnip3   | TNFAIP3 interacting protein 3                                                         | -0.36                     | 1           | 19233657 |
| Trib3   | tribbles homolog 3 (Drosophila)                                                       | -0.25                     | 1           | 19233657 |
| Trim30a | tripartite motif-containing 30A                                                       | 0.22                      | 0           | 19233657 |

|         |                                                     |       |      |          |
|---------|-----------------------------------------------------|-------|------|----------|
| Trim38  | tripartite motif-containing 38                      | n,d,  | n,d, | 22323536 |
| Twist1  | twist basic helix-loop-helix transcription factor 1 | 0.12  | 0    | 19233657 |
| Twist2  | twist basic helix-loop-helix transcription factor 2 | 0     | 0    | 19233657 |
| Zc3h12a | zinc finger CCCH type containing 12A                | 0.64  | 1    | 21956941 |
| Zc3h12d | zinc finger CCCH type containing 12D                | -0.13 | 0    | 22036805 |
| Zfp36   | zinc finger protein 36                              | 0.83  | 3    | 21956941 |
| Zfp36l1 | zinc finger protein 36, C3H type-like 1             | 0.46  | 3    | 21956941 |
| Zfp36l2 | zinc finger protein 36, C3H type-like 2             | 0.56  | 2    | 21956941 |

\* Group 0, all mRNAs with no significant change in expression levels during 2h stimulation of RAW264.7 macrophages with LPS; Group 1, mRNAs with a significant maximum at or after 1h; Group 2, mRNAs with a significant minimum at or after 1h; Group 3, mRNAs with a significant maximum before 1h; Group 4, mRNAs with a significant minimum before 1h.

How the deposited data were processed for this re-analysis (not part of the article)

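RNA of RAW264.7 cells was sequenced by the authors at 8 time points of LPS treatment, with 1 library each and 100 ng/ml LPS after 0 min. The values used here are the raw read counts per gene symbol as deposited by the authors. According to the paper's methods, the authors removed ribosomal RNA, made directional libraries, mapped the reads with Bowtie to the mouse RefSeq transcriptome and 2 *in vitro* transcripts, discarded reads that mapped to transcripts of more than 1 gene symbol, and summed the rest per symbol, without a correction for length or depth. The counts were checked to be whole numbers and to equal those in the part of Dataset S2 at hand. The translation arrays of the paper were not analysed here. Columns were matched to samples by the time in their names.

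The table holds 23143 symbols, of which 2 are spike-ins, left out of the tests and kept in the library totals. They took 0.0208% to 0.0316% of the counts. Between 100250892 and 159077286 counts per library were available, and 3 counts correspond to 0.0189 CPM in the deepest library and 0.0299 CPM in the smallest. With 1 library per time point, counting intervals (95%, exact for a ratio of counts) leave out the variation between cultures.

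Changes over time were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, robust, a natural cubic spline of minutes with 3 degrees of freedom from splines 4.3.3, TMM factors) on the 12342 genes with at least 10 counts in at least 3 libraries, with a Benjamini-Hochberg adjusted p under 0.05. The direction of a gene is the sign of its largest fitted change from 0 min. The groups g0 to g4 were rebuilt after the paper's rule: an exact negative binomial test between 2 libraries, with the dispersion fitted over all 8 libraries as if they were replicates (0.0287 + 0.853 divided by the mean), an unadjusted p under 0.05 and a log2 fold change beyond 0.5. This test was written anew after the published description and summed on a grid of up to 4000 points. In the part of Dataset S2 at hand, from which the placing of early extrema was learned, 1987 genes had the same group, and of the 183 placed in g1 to g4 by either, 171. In Tables S3 and S4 the groups of 68 of 68 and 51 of 51 genes were the same.

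Levels are CPM, since the deposited table gives no unique 58-mers. As an alternative, unique 58-mers were counted in GENCODE M21 transcripts (GRCm38) of 22569 linked symbols with Python 3.11.15 and numpy 2.4.6. Of 1877 genes compared with Dataset S2, 84.8% were within 10% of the paper's number and 93.5% within 1.5 times. A gene at 0 counts was given a floor of 3 counts per library. Medians of gene lists have intervals from 1000 resamplings of the counts. Lists were compared with 10000 random lists of the same size matched on mean expression in 20 bins. Correlations with *Tnf* used all 40320 pairings of the libraries, as if these were exchangeable, and correlations across genes 100000 permutations, all two-sided. Figures were drawn with matplotlib 3.10.9. Overlaps of exons were taken from GENCODE M21, which placed 22917 symbols.

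Genes are named by a rule: every gene that the paper names in the claims addressed; in each of g1 to g4 the 6 with the largest change at their first extremum among those with at least 50 counts in a library and at least 10 at 0 min; in each list up to 4 with the largest change at 60 min and at least 50 counts in a library; and the 6 largest rises and 6 largest falls at 120 min among genes past the test with a mean of at least 50 normalized counts. Some genes that the rule names are not reported here. The groups and d values of Tables S3 and S4, the levels in Figures 6 and 7 and the first part of Dataset S2 had been seen when the rule was written. Lists covered cytokines and feedback inhibitors (Tables S3 and S4), immediate-early factors, NF-κB and TLR signaling, MAP kinase phosphatases, effectors of activation, interferon-stimulated genes, glycolysis, cholesterol, oxidative stress, heat shock, cell cycle, respiratory chain, ribosomal proteins, macrophage identity, histones, and markers of T cells, B cells, fibroblasts, epithelial cells and neutrophils.

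In data simulated on 12278 tested genes the time-course test recovered 74.6% of genes changed 1.5-fold, 97.0% changed 2-fold and all changed 4-fold, and called 12 others, 6.22% of the calls. The group rule recovered at least 96% of the 25 genes changed per group and fold. It also placed 390 genes made without a change, 66.2% of its calls. Both shares of calls, and the 390 genes, depend on how few genes were changed in the simulation, so they do not carry over to the data. Alternatives covered the curve, DESeq2 1.42.0, normalization by median-of-ratios, total counts or spike-ins, filters, the libraries left out in turn, the settings of the group rule, and the scale of correlations and medians.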

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

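Among the tests of technical explanations in this part, that of the 45 min library alone was chosen before its result was seen and the others after, and no biological explanation was tested for any of the patterns. The paper's text does not describe these patterns, although it discusses g3 as a group and small nucleolar RNAs in polysome fractions. Each pattern is a signal in single libraries without replicates. Intervals are 95% bootstrap intervals over genes.

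Of the genes of g3 tested over time, 51 were at most 0.5 above 0 min on the log2 scale at 30 min, with a median of 0.96 at 45 min, and their transcripts were longer than those of the other g3 genes (median 5849 against 2378 nt, permutation p = 1e-05, the smallest the draws can give). Examples, chosen after their values were seen, are *Pom121*, *Parp4* and *Atn1*, whose exons overlap *Nsun5*, *Gm16573* and *Gm45234* and which did not pass the time-course test (adjusted p = 0.0988, 0.161 and 0.479 from edgeR). Transcript length stays open: removal of the trend with length lowered the median at 45 min from 0.94 to 0.77 (0.69 to 0.87, 49 genes), a size that was fixed in part by how the genes were chosen. A difference between the libraries with more and with less *Rn45s* cannot be told apart from a response to LPS: the gap of 75 and 90 min over 60 and 120 min was 0.16 (0.05 to 0.21, 50 genes), in the direction it would give, and the choice of the genes voids a comparison with the change at 45 min. A deviation of the 45 min library alone stays open too, since with all libraries 9 of the 51 rose over the time course, without that library 22, and 5 in both fits.

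Small noncoding RNAs were 26 of the genes of g4. Most minima of g4, of these RNAs and histone genes together with the rest, lay at 45 min. Settings without that library thus lose members for that reason too. The median of the 61 small noncoding RNAs with a mean of at least 50 normalized counts was −0.51 on the log2 scale at 15 min and −0.73 at 45 min. At 60 min it was 0.15 (−0.15 with the spike-ins). A difference between the libraries with more and with less *Rn45s* cannot be told apart from a response to LPS, because the median gap of 75 and 90 min to 60 and 120 min was −0.33 (−0.36 to −0.28), while the level was not shown to follow the share of *Rn45s* over the 8 libraries (Pearson r = −0.578, exact permutation p = 0.139, rho = −0.595, exact permutation p = 0.132, r = −0.517 without 2 libraries). Length also stays open: mRNAs of 1000 nt or less had a median of −0.20 (−0.22 to −0.19, 576 genes) at 45 min, but few of them are as short as the small RNAs (median 782 against 130 nt). In g4 their number fell from 26 to 13 without the 45 min library, 16 without 60 min, 11 with the spike-ins, 9 with edgeR's exact test, 12 with the larger dispersion, 3 with adjusted p-values and 0 in the 4 libraries with less *Rn45s*, and was 33 without 15 min, 30 with total counts and 35 with early extrema counted as the legend reads; other differences of library preparation were not tested.

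Histone mRNAs made up 21 of the genes of g4, and of the core histone and H1 genes tested 21 fell over the time course. Their median was −0.50 (−0.54 to −0.45, 57 genes) at 30 min and −0.36 at 60 min, both libraries with less *Rn45s*. This argues against a difference between the libraries with more and with less of it as the whole cause. The comparison rests on the single 0 min library, which had the highest share of histone counts (1.50%), and leaves open a part of that difference in the lower value at 45 min. mRNAs of the same lengths had a median of −0.22 (−0.24 to −0.15, 56 genes) at 45 min where histone genes had −0.73, which argues against length as the whole cause. Reads shared among histone genes were not tested and stay open, and a brief loss of histone mRNA in response to LPS remains a hypothesis, found and tested on the same data. The median was below 0 min under all 4 scalings at every later time point, but their number in g4 fell from 21 to 0 without the 45 min library, 2 with the spike-ins, 3 with a log2 fold change beyond 1, 12 with total counts, 11 with edgeR's exact test, 6 with the larger dispersion, 0 with adjusted p-values and 0 in the 4 libraries with less *Rn45s*, and was 23 without 90 min and 31 with early extrema counted as the legend reads.

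*Rn45s* took 20.5% of the counts at 75 min.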

How the results depend on the processing

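No paired analysis was possible because each time point has 1 library. The cause of the changes below was not tested, except where fewer libraries or genes entered. The term for libraries with more *Rn45s*, the 4 libraries with less of it, the limit on the fitted change, rpkm with rebuilt 58-mers and the profile correlations of protein-coding genes were chosen after seeing the data. The comparison of library orders, also chosen after seeing the data, showed that 1 of 100 orders along time, the real one, gave as many calls as 6658 and the highest other gave 2784. So many calls are thus unlikely from a chance order. With 1 library per time point, the comparison cannot tell a response to LPS from another change along the same order. Genes called over time numbered 5747 with a straight line, 6614 with a spline of 2 degrees of freedom, 6734 with DESeq2, 6659 with median-of-ratios size factors, 6825 with total counts, 6525 without a filter, 6435 with at least 50 counts and 7469 with the term for *Rn45s*. They fell to 2719 with the spike-ins (1105 up and 1614 down), 2584 with a straight line through the 4 libraries (1489 and 1095) and 3627 with a fitted change over 0.5 (1750 and 1877), and total counts gave 1728 up and 5097 down. Leave-one-out fits called 4580 to 7018 genes, 2227 to 3496 up and 2353 to 3522 down.

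For the 101 named genes the call kept its direction and side of the threshold in 72 with a straight line (7 reversed), 85 with 2 degrees of freedom (3 reversed), 96 with DESeq2, 101 with median-of-ratios, 89 with total counts, 84 with the spike-ins, 95 without a filter, 87 with the term for *Rn45s* and 48 with a straight line through the 4 libraries (6 reversed), and in 96 of 97 with at least 50 counts. Leaving out 1 library kept 82 (0 min, 3 reversed), 97 (15 min), 93 (30 min, 1 reversed), 91 (45 min), 85 (60 min), 93 (75 min), 94 (90 min) and 84 (120 min, 4 reversed). Reversed values among genes the paper names were, on the log2 scale, *Nfkbid* −0.04, *Nr4a1* −1.88, *Zfp36* −0.90 and *Map3k8* −0.60 with a straight line, *Map3k8* −0.50 with 2 degrees of freedom, and *Nr4a1* −1.68, *Zfp36* −0.30 and *Map3k8* −0.43 with a straight line through the 4 libraries. At 60 min the spike-ins gave *Map3k8*, *Ncl* (overlaps *Snora75*), *Hk2* and *Cd28* the opposite sign, and at 120 min total counts did so for *Map3k8* and *Id1* and the spike-ins for *Map3k8*. The log2 fold change of *Ccl4* at 120 min was 6.20 with total counts and 6.29 with the spike-ins.

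The groups g1, g2, g3 and g4 held 642, 548, 35 and 7 genes with adjusted p-values, 908, 822, 80 and 41 with a log2 fold change beyond 1, and 519, 534, 4 and 27 with the larger dispersion. That last setting counts each gene's change over time as spread and so works against strongly changed genes. Total counts gave 789 genes in g1 and 77 in g3, edgeR's exact test 88 in g3 and 42 in g4, early extrema counted as the legend reads 269 and 145, and the 4 libraries, with the rule as it stands, 24 and 5. For g4 the spike-ins gave 31 and protein-coding genes 59. Most extrema of g3 and g4 lay at 45 min, a time point that the 4 libraries lack. Leave-one-out, not run for 0 min, gave 1263 to 1367 in g1, 1104 to 1278 in g2, 33 to 153 in g3 and 25 to 104 in g4, with the lowest values of g3 and g4 without 45 min.

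Correlations of profiles on the log2 scale were 0.769 in g1, 0.577 in g3, 0.649 in g4 and −0.775 between g1 and g2. Spearman's rho was 0.786 in g2, 0.50 in g3 and −0.50 between g3 and g4. Genes with a mean of at least 50 normalized counts gave 0.778, 0.853, 0.655 and 0.608 in g1 to g4, −0.796 between g1 and g2 and −0.597 between g3 and g4, and protein-coding genes 0.757, 0.843, 0.669, 0.711, −0.780 and −0.646. The correlation of *Nfkbia* with *Tnf* was 0.995 on the log2 scale, rho 1, and 0.950 to 0.987 in leave-one-out, and that of *Ier3* 0.972, rho 0.929, and 0.805 to 0.949.

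The cytokine median at 0 min was 0.0840 CPM over members with at least 1 count and 0.0418 rpkm over these. At 60 min it was 0.0112 over all members, 0.212 with at least 1 count, 0.192 at 120 min in place of 60 min, 0.0781 rpkm and 0.199 rpkm with at least 1 count. The ratio was 2.52 with at least 1 count and 1.81 as the median fold of single genes, and over all members it has no value, since the median at 0 min is 0. The feedback inhibitors had 25.8 CPM (TMM), 25.8 (median-of-ratios) and 8.46 rpkm at 0 min, 57.6, 57.3, 55.0 (all members) and 12.7 rpkm at 60 min, and ratios of 2.23, 2.22, 1.94, 1.50 and 1.13 (single genes). With a straight line 3 cytokines fell, 18 feedback inhibitors, 6 immediate-early factors and 3 MAP kinase phosphatases rose, 3 glycolysis genes rose and 2 fell, and 1 histone fell. DESeq2 gave 6 respiratory genes that fell and 8 ribosomal protein genes that rose and 2 that fell, the term for *Rn45s* 18, 11 and 19, and median-of-ratios 6 ribosomal genes that rose. At 120 min the correlation of the mRNA change with d was 0.299 (Pearson) in feedback inhibitors and −0.0444 in both tables, and rho was −0.166, −0.0465 and −0.101 in cytokines, feedback inhibitors and both. Counting error limits genes with few counts at 0 min, where 3 counts correspond to 0.0229 CPM.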

Differences from the paper's values

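The paper's g4 has 45 genes, against 96 here at the paper's thresholds, over all symbols and not the genes of its arrays. Of the alternatives set before the data were examined, a log2 fold change beyond 1 (41), the spike-ins (31), edgeR's exact test (42) and protein-coding genes (59) fall within 1.5 times the paper's count. Adjusted p-values (7), TMM (96), total counts (87), the larger dispersion (27), a mean of at least 10 counts (95), early extrema counted as the legend reads (145) and each left-out library (25 to 104) do not.

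For *Zfp36* the paper gives 17 rpkm before stimulation, against 10.5 rpkm here with rebuilt 58-mers, a unit chosen after seeing the data. No alternative was set for it.

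The paper's ratio of the cytokine medians at 60 to 0 min is 3.97, in rpkm over 72 cytokines, against 6.82 here in CPM over 68 cytokines. Counting error gave the 6.82 a lower bound of 2.73 and no upper bound, a range that holds the paper's ratio. The alternatives set before the data were examined do not come within 1.5 times of it: TMM (7.32), median-of-ratios (7.29), members with at least 1 count (2.52), 120 min (25.1) and the median fold of single genes (1.81). In rpkm with rebuilt 58-mers, chosen after seeing the values, the ratio is 10.2 over 67 of the 68 cytokines and 4.75 over 71 of the 72 with at least 1 count, and the latter falls within 1.5 times of the paper's and drops 1 of the 72 cytokines the paper counts, *Il12b*, which has no rebuilt 58-mers.

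The paper places *Ier3* beside *Nfkbia* as the mRNAs of g3 that follow *Tnf* most closely. Here, among 136 genes of g3 other than *Tnf*, which are not the paper's 111, *Nfkbia* ranks 1 and *Ier3* ranks 7 by Pearson's r, 3 on the log2 scale and 9 by rho. Without 1 library the rank of *Ier3* by r lay between 4 (without 60 min) and 13 (without 30 or 75 min), and *Nfkbia* ranked 1 in each case.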

Other observations

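Of 26 tested genes that respond to interferon, 11 rose and 7 fell (11 and 7 adjusted over the list alone). *Gbp2* and *Gbp3*, GTPases of antimicrobial defense, reached 11.1-fold (5.42 to 26.5; exons overlap *Mir6381*) and 6.88-fold (4.97 to 9.74) at 120 min, the antiviral *Rsad2* 6.37-fold (4.17 to 10.1) and *Oasl1* 16.3-fold (15.4 to 17.3; overlaps *Gm13822*). Of 19 genes of cholesterol synthesis and export, 12 rose and 3 fell (12 and 3), with a median log2 fold change of −0.03 at 45 min, 0.29 at 60 min and 0.38 at 120 min, above 24.5%, 99.99% and 99.55% of matched random lists. *Hmgcs1* (overlaps *Gm48342*), an enzyme of the synthesis, was at 3.22-fold (3.16 to 3.29) at 75 min and the sterol sensor *Insig1* at 4.81-fold (4.73 to 4.89) at 60 min, whereas *Abcg1*, *Dhcr7* and *Mvd*, named after their values were seen, fell. The call of *Insig1* ended with total counts (adjusted p = 0.062 from edgeR) and without 45 or 60 min (0.0545 and 0.0648).

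Of 11 genes of the oxidative stress response, 5 rose and 2, *Gclc* and *Osgin1*, fell (5 and 2). *Osgin1* was in g3, 1.10 above 0 min on the log2 scale at 45 min, and counts as a fall only by its largest fitted change. *Sqstm1* (overlaps *Mrnip*) reached 5.55-fold (5.50 to 5.61), the cystine transporter *Slc7a11* 6.54-fold (6.34 to 6.74) and *Txnrd1* 1.82-fold (1.80 to 1.84) at 120 min, and *Srxn1* 3.27-fold (3.20 to 3.34) at 75 min. Of 9 heat shock genes 4 rose and 0 fell (4 and 0; 4 at an unadjusted p under 0.05), among them the chaperones *Dnajb1*, at 3.90-fold (3.8 to 4.00) at 60 min, and *Hsp90aa1*, at 1.44-fold (1.43 to 1.45) at 120 min, but the calls of *Hspa8* (overlaps *Snord14* genes) and *Hsp90aa1* ended with total counts (adjusted p = 0.72 and 0.18 from edgeR) and the spike-ins (0.651 and 0.424), and that of *Dnajb1* without 45 or 60 min (0.0535 and 0.075). Of 17 glycolysis genes 5 rose and 4 fell (5 and 4), near the shares of all 12342 tested genes (3280 rose and 3378 fell). The median log2 fold change of this list at 60 min, −0.08, lay above 0.1% of matched random lists. The glucose transporter *Slc2a1* (overlaps *Gm12868*) reached 2.64-fold (2.59 to 2.69) and *Hif1a* (overlaps *Gm15283*) 1.73-fold (1.70 to 1.76) at 120 min. The calls of *Hif1a*, *Hk2* and *Tpi1* (overlaps *Spsb2*) ended with the spike-ins (adjusted p = 0.0578, 0.858 and 0.449 from edgeR), those of *Hk2* and *Tpi1* without 0 min (0.0931 and 0.163), and that of *Hk2* also without 60, 75, 90 or 120 min (0.0616, 0.2, 0.117 and 0.0914).

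Of 59 nuclear genes of the respiratory chain 0 rose and 1 fell (*Cox6a1*; 0 and 0 adjusted over the list alone, 5 at an unadjusted p under 0.05 with edgeR). With DESeq2 6 fell, and more with the term for *Rn45s*. The median of the 59 genes was −0.20 at 45 min and −0.08 at 60 min, below all matched random lists at both times. Of 75 ribosomal protein genes 2 rose, *Rpl10* (overlaps *Snora70*) and *Rpl29*, and 0 fell (0 and 0; 8 unadjusted). With DESeq2 8 rose and 2 fell, and more genes rose and more fell with the term for *Rn45s*. The median of the 75 genes was −0.17 at 45 min, −0.03 at 60 min and −0.01 at 120 min, below all matched random lists at these times. The random lists were matched on expression and not on transcript length. All mRNAs of 1000 nt or less, histones left out, had a median of −0.20 in the 45 min library, one of those with more *Rn45s*. At 60 and at 120 min their median was −0.09. The place of both lists among random lists is thus not shown to be particular to them.

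Markers of other cell types were low and few were tested. Of 4 T cell markers 0 rose and 1, *Cd28*, fell, to 0.398 of its 0 min level (0.258 to 0.60) at 120 min, with 0.40 on the log2 scale without that library, and of 3 B cell markers 0 rose and 1, *Blnk*, which macrophages also express, fell, to 0.818 (0.784 to 0.853), a call that ended with the spike-ins (adjusted p = 0.652 from edgeR) and without 120 min (0.122). The 1 fibroblast and 2 neutrophil markers tested did not pass (0 at an unadjusted p under 0.05), and 0 epithelial markers were tested.

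Across genes, which are not independent replicates, the mRNA change at 60 min was set against d, the paper's measure of the change of translation, with a two-sided permutation of genes. In 49 feedback inhibitors Pearson's r was 0.587 (permutation p = 0.00011, adjusted 0.00033) and rho 0.157 (permutation p = 0.278), and r was 0.346 (adjusted 0.0277) without the 2 genes with the largest mRNA change, a choice made after seeing the data. In 35 cytokines r was −0.0426 (permutation p = 0.806) and rho 0.0399 (permutation p = 0.822), and in both tables together (84 genes) r was 0.260 (adjusted 0.0260) and rho 0.0846 (permutation p = 0.442).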
